# Endogenous renal adiponectin drives gluconeogenesis through enhancing pyruvate and fatty acid utilization

**DOI:** 10.1038/s41467-023-42188-4

**Published:** 2023-10-17

**Authors:** Toshiharu Onodera, May-Yun Wang, Joseph M. Rutkowski, Stanislaw Deja, Shiuhwei Chen, Michael S. Balzer, Dae-Seok Kim, Xuenan Sun, Yu A. An, Bianca C. Field, Charlotte Lee, Ei-ichi Matsuo, Monika Mizerska, Ina Sanjana, Naoto Fujiwara, Christine M. Kusminski, Ruth Gordillo, Laurent Gautron, Denise K. Marciano, Ming Chang Hu, Shawn C. Burgess, Katalin Susztak, Orson W. Moe, Philipp E. Scherer

**Keywords:** Kidney, Homeostasis, Metabolomics

## Abstract

Adiponectin is a secretory protein, primarily produced in adipocytes. However, low but detectable expression of adiponectin can be observed in cell types beyond adipocytes, particularly in kidney tubular cells, but its local renal role is unknown. We assessed the impact of renal adiponectin by utilizing male inducible kidney tubular cell-specific adiponectin overexpression or knockout mice. Kidney-specific adiponectin overexpression induces a doubling of phosphoenolpyruvate carboxylase expression and enhanced pyruvate-mediated glucose production, tricarboxylic acid cycle intermediates and an upregulation of fatty acid oxidation (FAO). Inhibition of FAO reduces the adiponectin-induced enhancement of glucose production, highlighting the role of FAO in the induction of renal gluconeogenesis. In contrast, mice lacking adiponectin in the kidney exhibit enhanced glucose tolerance, lower utilization and greater accumulation of lipid species. Hence, renal adiponectin is an inducer of gluconeogenesis by driving enhanced local FAO and further underlines the important systemic contribution of renal gluconeogenesis.

## Abstract (web summary)

Adiponectin is a widely studied secretory protein produced by adipocytes. Here, the authors show that adiponectin is also expressed in the kidney where it is a major driver of fatty acid oxidation, from which the kidney derives energy for gluconeogenesis.

## Introduction

The mechanisms for the maintenance of serum glucose levels are essential for the supply of nutrition for the brain and other organs that utilize glucose as the principal fuel. In order to meet the constant demand for glucose, even under conditions of extremely limited caloric input, gluconeogenesis is an indispensable mechanism for survival. Glucose can be synthesized from lactate, pyruvate, glycerol and amino acids. Despite the continuous oscillations of glucose caused by gut absorption, consumption by multiple organs and endogenous production, plasma glucose levels are maintained precisely within a narrow range in healthy individuals. This accurate and highly sensitive regulation of blood glucose level is achieved by hormonal regulation, including a finely regulated insulin/glucagon ratio, neuronal regulation, glucose absorption from intestine and glucose excretion into urine.

In adult mammals, the liver, the kidney and the intestine are equipped with a full panel of gluconeogenic enzymes^1–4^. While the small intestine appears to use these pathways for lipid and amino acid trafficking^4^, the proximal tubule cells of the kidney can contribute significantly to systemwide gluconeogenesis during starvation, acidosis, hypoglycemia and type 1 diabetes^5^. However, the role of renal gluconeogenesis in normal physiology and the mechanisms by which it is regulated have been vastly overlooked historically. The recent popularity of a class of blood glucose lowering drugs, the Sodium-Glucose Transporter (SGLT) 2 inhibitors, that prevent the reabsorption of glucose from urine, highlights the distinct role of the kidney in systemic glucose homeostasis by provision of glucosuria. While the liver supplies glucose into systemic circulation through a combination of glycogenolysis and gluconeogenesis, kidneys exert their vital role in handling glucose homeostasis by a combination of gluconeogenesis and glucose excretion/reabsorption in urine.

Compared to liver gluconeogenesis that is mainly regulated by the glucagon-to-insulin ratio, kidney gluconeogenesis is more complex. The same biochemical pathways serve multiple biologic purposes. Therefore kidney gluconeogenesis can be enhanced by various factors, such as H^+^, Ca^+^, parathyroid hormone, catecholamines, growth hormone, glucagon, fatty acids and ketone bodies^6–11^. These factors determine the specific characteristics of renal gluconeogenesis, which are enhanced by postprandial activation of the sympathetic nervous system, acid loading and hypoglycemia. Depending on the circumstances, some of these factors can worsen hyperglycemia under conditions of diabetic ketoacidosis in type 1 diabetes and postprandial hyperglycemia in type 2 diabetes. Under normal physiological conditions, the renal gluconeogenic pathway preferentially utilizes pyruvate and glutamine as gluconeogenic substrates and the conversion of glutamine to alpha-ketoglutarate or gluconeogenesis produces two molecules of NH_3_, which is critical to buffer urinary H^+^. Thus, ammoniagenesis is closely linked to gluconeogenesis in the kidney.

To further complicate the situation, gluconeogenesis is energetically costly, requiring 4 ATP and 2 GTP molecules to convert pyruvate to glucose. Fatty acids and their metabolites, including acetyl coenzyme A (Acetyl CoA), citrate and ketone bodies up-regulate gluconeogenesis particularly in the renal proximal tubule^11–13^. Although fatty acids facilitate gluconeogenesis, preference for these substrates in the kidney is spatially segregated. Glucose and free fatty acids are more prone to be utilized in the medulla, while organic acids including lactate, citrate are more consumed in the cortex^14^. In other words, the renal medulla is more oxidative and glycolytic while cortex is more gluconeogenic.

Long-chain fatty acids are transported to mitochondria by carnitine palmitoyl transferase 1 (Cpt1), which facilitates their conversion to acyl-carnitine and transport prior to β oxidation. Since renal uptake of long-chain fatty acids is performed via cluster of differentiation 36 (Cd36) as a function of the fatty acid arterial concentration in vivo and in vitro^15–18^, any disturbance of mitochondrial fatty acid oxidation results in lipid accumulation in renal tubular epithelial cells with potential undesired consequences.

To date, renal lipid accumulation in tubular epithelial cells has been described in several settings, including in the fasting state, obesity, aging, acute kidney injury and diabetic nephropathy as well as uric acid urolithiasis^19–26^. Although it remains to be proven whether renal lipid accumulation is directly related to the pathogenesis of each of these disease states, it is clear that dysfunctional renal fatty acid metabolism is detrimental for the tissue and leads to renal fibrosis^27^.

Adiponectin is an important secreted protein, mainly produced by adipocytes in adipose tissue. Adiponectin regulates glucose and lipid metabolism and protects from atherosclerosis. Adiponectin exerts its pleiotropic beneficial effects through its receptors, adiponectin receptors 1 and 2, and T-cadherin. Elevated adiponectin levels generally reflect a high degree of metabolic health and insulin sensitivity. In fact, we have previously reported that elevated plasma adiponectin levels are potently protective in an acute kidney injury (AKI) model, whereas utilizing a global adiponectin KO model shows that these mice are slow to recover from renal injury and are potently prone to fibrosis post-AKI^28–30^. Moreover, in the clinical setting, increased serum or urinary adiponectin levels predict higher mortality in chronic kidney disease (CKD), and in the context of the nephrotic syndrome^31,32^.

Adipose tissue-derived adiponectin constitutes the vast majority of serum adiponectin, but other tissues, including the kidney, heart, lung and liver can express low but locally relevant levels of adiponectin, predominantly acting in the microenvironment. In the kidney, endogenous adiponectin expression was detected in tubular epithelial cells^33^. In vitro studies demonstrate a potential anti-inflammatory role for endogenous adiponectin in the transcriptional regulation of nuclear factor kappa B (NFκB)^34^. However, the in vivo relevance of renal adiponectin remains unexplored.

In this study, we took advantage of an inducible kidney tubular cell-specific adiponectin overexpression as well as inducible kidney tubular cell-specific adiponectin knockout (KO) mice. We describe a critical role of renal adiponectin in fatty acid metabolism and gluconeogenesis with potent consequences for systemic metabolic homeostasis.

## Results

### Expression and regulation of kidney adiponectin

Compared to the high expression of adiponectin in adipocytes, adiponectin expression in other organs is limited in scope and abundance and further complicated by the fact that only a subset of cells within these alternative adiponectin-expressing tissues actually produce adiponectin.

To further explore adiponectin expression and regulation in the kidney, we compared its expression in epididymal adipose tissue (Epi), kidney, spleen, liver, intestine, brain and heart. It goes without saying that Epi expresses a high level of adiponectin given that adiponectin is the adipose tissue marker. Among these tissues other than Epi, renal expression of adiponectin is comparable to expression levels in the intestine and in the heart. Total renal adiponectin expression is 15.9 times higher than liver, but may be even higher in subsets of renal cells (Fig. 1A). The importance of adiponectin in the kidney is highlighted by significantly enlarged kidneys in adiponectin KO mice compared to control and delta-Gly adiponectin overexpressing mice at the age of 6 months, suggesting the absence of adiponectin induces kidney hypertrophy (Fig. 1B). To see this effect, the mice needed to be older, since at the age of 16 weeks, we could only observe trends towards enlarged kidneys in the adiponectin KO mice prior to providing an insult. However, upon unilateral nephrectomy (UNx), marked hypertrophy of the adiponectin KO kidneys was detected 30 days post UNx. UNx causes relatively mild kidney disease and compensatory hypertrophy of the remaining kidney by hyperfiltration^35^. This phenomenon may reflect damage or compensation caused by the loss of protection by circulating adiponectin from adipocytes, but this observation may also reflect the local action of renal adiponectin that can preserve renal function (Fig. 1C).

**Fig. 1:**
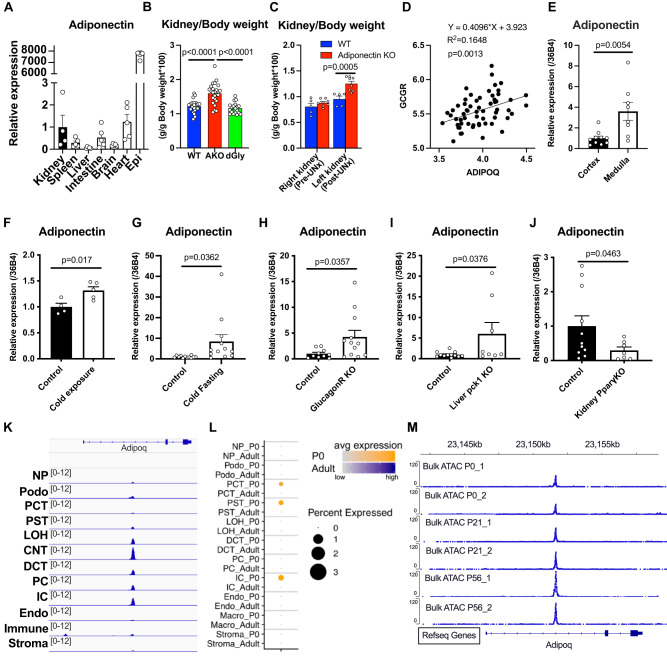
The expression and regulation of renal adiponectin. Determination of adiponectin expression levels, regulation and location of adiponectin expression in kidney cells using wildtype, glucagon receptor KO, liver specific Pck1 KO and kidney-specific PPARγ KO mice. **A** Adiponectin expression in Epididymal adipose tissue (Epi) (*n* = 5), kidney (*n* = 4), spleen (*n* = 5), liver (*n* = 5), intestine (*n* = 5), brain (n = 5) and heart (*n* = 5). **B** The kidney weight as a percentage of body weight in wild type (WT) (*n* = 23), adiponectin knockout (AKO) *(n* = 25) and delta-Gly adiponectin overexpression (dGly) mice (n = 19). P values were determined by Tukey’s multiple comparison test. **C** The kidney weight as a percentage of body weight before and after unilateral nephrectomy (UNx) (WT n = 5, AKO *n* = 8) P values were determined by Sidak’s multiple comparison test. **D** The expressions of ADIPOQ and GCGR in human kidney biopsy samples from Gene Expression Omnibus (n = 60). **E** Adiponectin expression in the cortex and medulla in the kidney (Cortex *n* = 10, medulla *n* = 8). **F** Adiponectin expression in the whole kidney after 1 week cold exposure under fed conditions (Control *n* = 4, cold exposure *n* = 5). **G** Adiponectin expression in the whole kidney after 3 days cold exposure and 16-hour fasting (Control and cold fasting *n* = 12). **H** Adiponectin expression in the kidney of global glucagon receptor KO mice (Control *n* = 10, Glucagon R KO *n* = 12). **I** Adiponectin expression in the kidney of liver-specific Pck1 KO mice (Albumin-Cre/Pck1 flox mice) (Control *n* = 12, Liver pck1 KO *n* = 8) **J** Adiponectin expression in the kidney of kidney-specific PPARγ KO mice (Six2-Cre/PPARγ flox mice) (Control *n* = 11, Kidney PPARγ KO *n* = 7). **K** Single cell-seq reads were mapped to the reference genome. Visualization of adiponectin expression using IGV. Abbreviations are as follows. NP nephron progenitors; Podo podocyte; PCT proximal convoluted tubule; PST proximal straight tubule; LOH ascending loop of Henle; CNT connecting tubule; DCT distal convoluted tubule; PC collecting duct principal cell; IC collecting duct intercalated cell; Endo containing endothelial, vascular, and descending loop of Henle; Immune cells, including macrophages, neutrophils, lymphocytes; Stroma, stromal cell. **L** Scatter plot representation of adiponectin expression in each kidney cell type in adult kidney and postnatal day (P)0 (P0) kidneys. **M** ATAC-seq reads mapped to the adiponectin locus was visualized by IGV software. ATAC-seq was performed in duplicate utilizing whole kidney of P0, P21 and P56. Data are mean ± SEM. Unpaired two-tailed student t-tests were performed from **E** to **J**.

Adiponectin expression in human kidney positively correlates with glucagon receptor expression (R^2^ = 0.1648, *p* = 0.0013) (Fig. 1D). This data indicates that there may be a relationship between kidney adiponectin and kidney glucagon receptor expression suggesting possibly similar regulatory mechanisms in place for renal adiponectin and renal glucagon receptor expression. This could suggest a glucoregulatory role for adiponectin as well.

Comparing the adiponectin expression between cortex and the medulla reveals that adiponectin mRNA is higher in the medulla than in the cortex (Fig. 1E). As expected, a 24-hour fast up-regulates genes that are involved in gluconeogenesis, including *phosphoenolpyruvate carboxykinase* (*Pck1*), *glucose 6-phosphatase* (*G6pase*), *pyruvate carboxylase* (*Pcx*), both in liver and in kidney. However, 24-hour fasting alone had a minimal impact on renal adiponectin expression (Fig. S1A-F). In contrast, cold exposure under fed conditions significantly up-regulated renal adiponectin expression (Fig. 1F). Moreover, the combination of 16-hour fasting and cold exposure further elevated the renal adiponectin levels as much as 9-fold (Fig. 1G). In contrast to the mRNA expression in the kidney, serum adiponectin level is lowered by cold exposure and fasting (Fig. S1G). This data suggest that the up-regulation of renal adiponectin mRNA cannot compensate the decreased level of serum adiponectin. Even though serum adiponectin is reduced, the elevated expression of renal adiponectin reflects the strong metabolic and nutritional demands under combined cold exposure and fasting.

We utilized a global glucagon receptor KO mouse and a liver-specific Pck1 KO mouse to assess the roles of glucagon-mediated gluconeogenesis and hepatic gluconeogenic deficiency in renal adiponectin expression. Both the glucagon receptor and Pck1 are crucial for hepatic gluconeogenesis. Reports in the literature suggest that glucagon signaling is dominant for hepatic gluconeogenesis, while renal gluconeogenesis is only partially dependent on glucagon signaling^10^. While there is a positive correlation of ADIPOQ and GCGR in human kidneys, renal adiponectin is up-regulated in the global glucagon receptor KO mouse. This result raises the possibility that the up-regulation of renal adiponectin maybe a compensatory mechanism for the loss of glucagon receptor signaling (Fig. 1H). Hepatic gluconeogenic genes are down-regulated in liver Pck1 deficient mice (Fig. S2A-C), whereas the expression of gluconeogenic genes in the kidney, such as G6Pase, are significantly increased (Fig. S2D-F). Under these conditions, renal adiponectin expression is also significantly up-regulated in liver Pck1 KO mice (Fig. 1I). Results from both the glucagon receptor and hepatic Pck1 KO animals suggest that renal adiponectin is up-regulated under conditions of insufficient hepatic gluconeogenic potential. With respect to the transcriptional regulation of renal adiponectin, we analyzed the renal adiponectin expression in Six2 Cre/ PPARγ^flox/flox^ (renal PPARγ KO) mice. PPARγ is the master regulator for the differentiation of adipocytes and governs the expression of adiponectin in adipocytes. Renal adiponectin expression is down-regulated in renal-specific PPARγ KO mice, suggesting an overlapping transcriptional regulatory network for renal adiponectin as seen in adipocytes (Fig. 1J). To further investigate the location of renal adiponectin related gene expression, single cell sequence analysis on kidneys was performed. By using an integrative genomics viewer, the aligned reads for adiponectin were visualized. The expression levels of PPARs that activate adiponectin expression are predominantly present in the kidney cortex, such as in proximal tubular cells^36^, but slight expression can also be detected throughout the entire tubular component of the kidney (Fig. S3A–D). Consistent with the qPCR data, renal adiponectin expression was detected in the components that reside in the outer medulla and inner medulla, including in the proximal straight tubule (PST), in the loop of Henle (LOH), and in the cortex such as the connecting tubule (CNT), in the distal convoluted tubule (DCT) and in principal cells (PC)/intercalated cells (IC) in the collecting duct (CD) (Fig. 1K). Particularly, CNT and collecting duct cells including PC, IC and transitional cells show the highest degree of the lipid uptake-related gene expression (Fig. S3E-J). In contrast to the distribution of renal adiponectin and *Gcgr*, renal gluconeogenic enzymes, such as Pck1 and G6Pase, are predominantly expressed in proximal tubular cells (Fig. S3K-M). As another condition that renal adiponectin is induced, we also detected higher renal adiponectin at birth (P0) compared to adult mice. We detected expression of renal adiponectin in the proximal straight tubule (PST), intercalated cells (IC) and proximal convoluted cells (PCT) (Fig. 1L). These data also support the notion that adiponectin expression can be induced by a neonatal cold stimulus. We subsequently implemented an assay for transposase-accessible chromatin (ATAC) sequencing by utilizing the whole kidney at birth, postnatal day (P) 21 and P56. We could detect consistent ATAC-seq peaks for adiponectin at P0, P21 and P56 (Fig. 1M), highlighting the continuous chromatin accessibility of the adiponectin DNA locus from P0 to P56.

### RNAseq analysis of kidneys from mice with renal adiponectin overexpression reveals a gluconeogenic gene expression signature

To determine the in vivo functional role of renal adiponectin, inducible KsprtTA/TRE-Adiponectin mice (KSPAPN) were used to examine the consequences of inducible adiponectin overexpression specifically in kidney epithelial cells. Expression is induced upon administration of doxycycline. KsprtTA drives the expression of genes in the epithelia from the proximal tubule to the collecting duct in both the adult and in the developing kidney^37^ (Fig. 2A). 

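Whole kidneys of KsprtTA mice without the adiponectin transgene (Control) and of KSPAPN mice were collected after 4 days on chow with doxycycline at 600 mg/kg. RNA from 3 mice was pooled for each library, and the 3 libraries of a group stand for 9 mice, so that the spread between libraries is a spread between pools. The genotype and the pools are as the paper gives them. The deposited sample labels call the Control genotype wild type, and they give kidney as the tissue while their text on RNA extraction speaks of liver. The authors deposited the number of reads counted on each gene, without normalization, and FPKM that they computed. The aligner, the counting program, the genome build and the strandedness are not given in the sources used here. The deposited table holds 54532 genes by Ensembl identifier, of which 54495 were matched to GENCODE M21 (GRCm38) for symbols, biotypes and coordinates and 37 were not. Between 17183358 and 18205023 reads per library were counted on genes in Control (median 17921633), and between 18150442 and 20871173 in KSPAPN (median 19821381). The counts were normalized by edgeR's TMM method and compared with its quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the 16017 genes that passed its filter on low counts. Of these genes, 13805 were protein-coding.
*Adipoq* (ENSMUSG00000022878) lies on chromosome 16 from 23146536 to 23158028. The 3 Control libraries held 2, 0 and 2 reads on it, and the 3 KSPAPN libraries 24629, 17483 and 26811. Its FPKM was 0.0535 ± 0.0464 (SD, n = 3 libraries) in Control and 798 ± 125 (SD, n = 3) in KSPAPN. Every KSPAPN library was above every Control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Per total count, reads on *Adipoq* were 15611 times as frequent in KSPAPN (95% exact interval 6097 to 57295, for counting error only). The log2 fold change was 13.73 (standard error 0.29, adjusted p = 2.97e-09 from edgeR). This standard error was computed back from the test statistic. It is narrower than the interval for counting error and understates the uncertainty from so few Control reads. The log2 fold change was lowest, at 9.56, in a limma fit of log2(FPKM + 1), and between 13.21 and 14.12 with each library left out in turn. Reads of the transgene and of the endogenous gene are not told apart in a count per gene.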

As a first step, we performed RNAseq analysis on KSPAPN in which we overexpress adiponectin in a doxycycline-inducible manner. Hierarchical clustering of protein coding genes shows that overexpression of adiponectin in the kidney induces distinct transcriptome signatures compared to controls. 

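On the log2 CPM of all 13805 protein-coding genes tested, not selected for a difference, the libraries were clustered by Pearson correlation and by Euclidean distance, each with average and with complete linkage. All 4 trees put the 3 Control libraries in 1 cluster and the 3 KSPAPN libraries in the other. Across genes, which are not independent replicates, Pearson's r was 0.981 to 0.986 between libraries of the same group and 0.972 to 0.983 between groups. These ranges overlap, the highest value between groups being that of Control replicate 3 with KSPAPN replicate 3. Control replicate 3 had a mean r of 0.985 with the other Control libraries and of 0.981 with KSPAPN. The first principal component held 39.3% of the variance. Its scores were -30.4, -25.8 and -9.11 in Control and 25.9, 15.4 and 24.0 in KSPAPN.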

Differences include 941 significantly up-regulated and 1544 significant down-regulated differentially expressed protein coding genes (Fig. 2B). 

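At an adjusted p under 0.05 from edgeR, 62 protein-coding genes were higher and 341 were lower in KSPAPN. In all 403 of them the 3 libraries of 1 group lay above the 3 of the other. The same was true of 3580 of the 13805 protein-coding genes tested, or 25.9%, where chance alone gives 10%. At an unadjusted p under 0.05, 1129 genes were higher and 1643 were lower. DESeq2 gave 940 higher and 1543 lower genes at an unadjusted p under 0.05, and 176 higher and 705 lower genes after adjustment. The adjusted counts depended on single libraries. Without Control replicate 1, 5 genes were higher and 33 lower; without KSPAPN replicate 3, 5 and 56; and without KSPAPN replicate 1, 151 and 550. The share of genes that were higher depended on the normalization. It was 40.7% of those at an unadjusted p under 0.05 after TMM normalization and 63.7% when only the total count of each library was used. Removal of a trend against GC content and gene length from each library, chosen after seeing the data, gave 50.1%.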

Notably, among the top 10 most highly upregulated genes by adiponectin overexpression in the kidney we found 7 mitochondrial genes (Fig. 2C). 

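By mean FPKM over the 3 KSPAPN libraries, 7 of the 10 most abundant protein-coding genes were encoded by the mitochondrial genome. The same 10 genes, with the same 7, were the most abundant in Control. *mt-Co1* rose from 17277 ± 1107 (SD, n = 3 libraries) to 18706 ± 3525 FPKM, and *mt-Cytb* from 15180 ± 1053 to 18074 ± 4274. The other 5 were *mt-Nd1*, *mt-Nd2*, *mt-Nd4*, *mt-Nd5* and *mt-Nd6*. Log2 fold changes of the 7 ranged from 0.12 for *mt-Co1* (standard error 0.16) to 0.43 for *mt-Nd6* (standard error 0.29). None of these changes was larger than the spread between libraries. Adjusted p from edgeR was between 0.418 for *mt-Nd4* and 0.745 for *mt-Co1*. Without KSPAPN replicate 2, the log2 fold change of *mt-Co1* was -0.020. The transcript of *mt-Nd4* shares 60.8% of its 100-base stretches with a transcript of another gene, and that of *mt-Co1* shares 30.8%. Part of their reads may therefore have more than 1 match, which was not examined. Of the other genes among the 10, *Kap* had a log2 fold change of -0.32 (standard error 0.21), *Fth1* of -0.28 (standard error 0.10) and *Gpx3* of 0.049 (standard error 0.13). Ranked by log2 fold change among the genes tested, 0 of the first 10 were mitochondrially encoded, and ranked by the difference of mean FPKM 7 were. Mitochondrially encoded genes took 7.69%, 9.32% and 9.09% of the counts in Control, and 8.41%, 12.3% and 10.8% in KSPAPN. The means were 8.70% ± 0.880 (SD, n = 3) and 10.5% ± 1.96 (SD, n = 3; two-sided exact permutation test, p = 0.3, where the smallest possible p is 0.1).

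**Figure D1:**
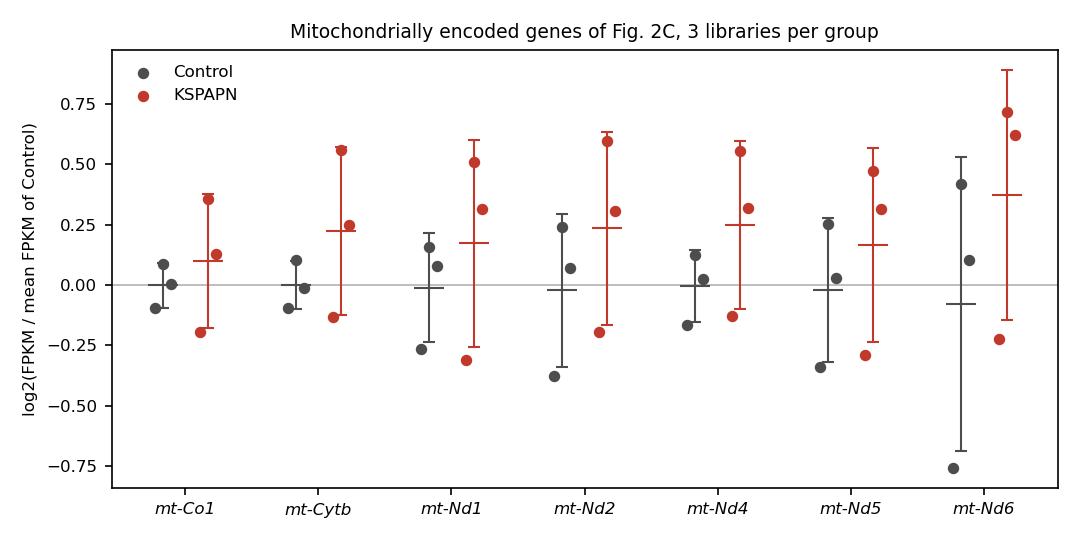
FPKM of the 7 mitochondrially encoded genes in each library, as log2 of the ratio to the mean of Control (y axis), by gene (x axis). Points are libraries, horizontal lines means and bars SD of the 3 libraries of each group; for every gene 1 KSPAPN library lies below the mean of Control.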

Even though *Pck1* gene expression is ranked as the 13^th^ most highly expressed gene in controls, its expression level is further doubled by the overexpression of adiponectin (Fig. 2D). 

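*Pck1* (ENSMUSG00000027513), which encodes cytosolic phosphoenolpyruvate carboxykinase, lies on chromosome 2 of GRCm38 from 173153048 to 173159273. Its FPKM was 1050.2 ± 277 (SD, n = 3 libraries) in Control and 2071 ± 227 (SD, n = 3) in KSPAPN. Every KSPAPN library was above every Control library (two-sided exact permutation test, p = 0.1, the smallest that this design allows). The log2 fold change was 0.99 (standard error 0.18, adjusted p = 0.0248 from edgeR), or 1.98-fold. It lay between 0.86 and 1.22 with each library left out in turn. The adjusted p was 0.133 without Control replicate 1, 0.0832 without Control replicate 2 and 0.0988 without KSPAPN replicate 3. Among protein-coding genes ranked by mean FPKM, *Pck1* was at place 20 in Control and at place 12 in KSPAPN. In single Control libraries it was at places 25, 22 and 14, and in single KSPAPN libraries at places 11, 12 and 12. Ranked by CPM, without gene length, it was at place 13 in Control. *Acy3*, an abundant gene that Fig. 2 labels beside *Pck1*, had a log2 fold change of -0.41 (standard error 0.12), with an adjusted p of 0.0954 from edgeR and of 0.00891 from DESeq2.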

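At an unadjusted p under 0.05 from edgeR, 64 protein-coding genes were at least 2-fold higher in KSPAPN and 192 were at least 2-fold lower. Without Control replicate 3, 143 genes were at least 2-fold higher. A limma fit of log2(FPKM + 1), which lowers the fold of genes with low values, gave 5 higher and 82 lower genes. Of genes with a mean FPKM of at least 1, an adjusted p under 0.05 and no overlap between groups, those with the largest increases after *Adipoq* were *Muc13*, *Xlr3b*, *Trim46* and *Gstm5*. *Muc13* (ENSMUSG00000022824, chromosome 16 from 33794037 to 33819934) rose from 13.7 ± 2.67 (SD, n = 3 libraries) to 46.1 ± 13.9 FPKM, a log2 fold change of 1.76 (standard error 0.21, adjusted p = 0.00581 from edgeR). *Gstm5* rose from 163 ± 29.2 to 377 ± 31.7 FPKM, a log2 fold change of 1.22 (standard error 0.14). The log2 fold changes of *Xlr3b* and *Trim46* were 1.49 and 1.43, and that of *Xlr3b* was 1.14 without KSPAPN replicate 3 (adjusted p = 0.118 from edgeR). The largest decreases were those of *Angptl7*, *Dpys*, *Serpina1a*, *Car3* and *Ces1g*, with log2 fold changes of -3.40, -2.86, -2.81, -2.80 and -2.79. Without Control replicate 1 they were -3.29, -2.22, -2.08, -2.87 and -2.04, with adjusted p from edgeR between 0.0539 for *Car3* and 0.198 for *Dpys*. The log2 fold change of *Angptl7* was -4.82 without KSPAPN replicate 3, and that of *Dpys* was -3.84 without KSPAPN replicate 2. With all libraries, their standard errors were between 0.42 and 0.65, larger than those of the genes that rose. *Slc22a12* fell from 599 ± 70.8 to 307 ± 28.9 FPKM, a log2 fold change of -0.96 (standard error 0.12, adjusted p = 0.00581). *Asb9* and *Slc22a26* had log2 fold changes of -1.66 and -2.56.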

A volcano plot (*p* value *vs*. fold change) identifies 81 genes up-regulated at least two-fold or more and 204 genes down-regulated to less than half (Fig. 2E). Among the up-regulated genes, we found that adiponectin overexpression increases gluconeogenesis-related genes (Fig. 2F). 

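Of the 9 genes of Fig. 2F, 6 were higher and 3 were lower in KSPAPN. At an adjusted p under 0.05 from edgeR 1 of them differed, *Pck1*, and the count was also 1 when adjusted over the list alone. The paper's text does not say how the 9 genes were chosen, and if they were chosen on these samples the second count is not independent evidence. *Pcx* (ENSMUSG00000024892), for pyruvate carboxylase, rose from 218 ± 9.37 (SD, n = 3 libraries) to 266 ± 21.4 FPKM, with every KSPAPN library above every Control library. Its log2 fold change was 0.30 (standard error 0.10, adjusted p = 0.162 from edgeR and 0.0583 from DESeq2). *Atf3* was near the lower end of detection at 0.979 ± 0.465 and 1.29 ± 0.531 FPKM, with a log2 fold change of 0.39 (standard error 0.41). Log2 fold changes of *Gpd2*, *Pck2*, *Fbp2*, *Atf4* and *Fbp1* were 0.11, 0.047, 0.033, -0.025 and -0.066, each smaller than its standard error. With single libraries left out in turn, the sign of each of these 5 changed at least once. *G6pc* (ENSMUSG00000078650), for the catalytic subunit of glucose-6-phosphatase, fell from 147 ± 21.3 to 102 ± 52.5 FPKM, a log2 fold change of -0.52 (standard error 0.28, adjusted p = 0.348). This decrease was not larger than the spread between libraries, since KSPAPN replicate 3 lay within the range of Control. Without KSPAPN replicate 3 the log2 fold change of *G6pc* was -1.02 (adjusted p = 0.0369 from edgeR).

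**Figure D2:**
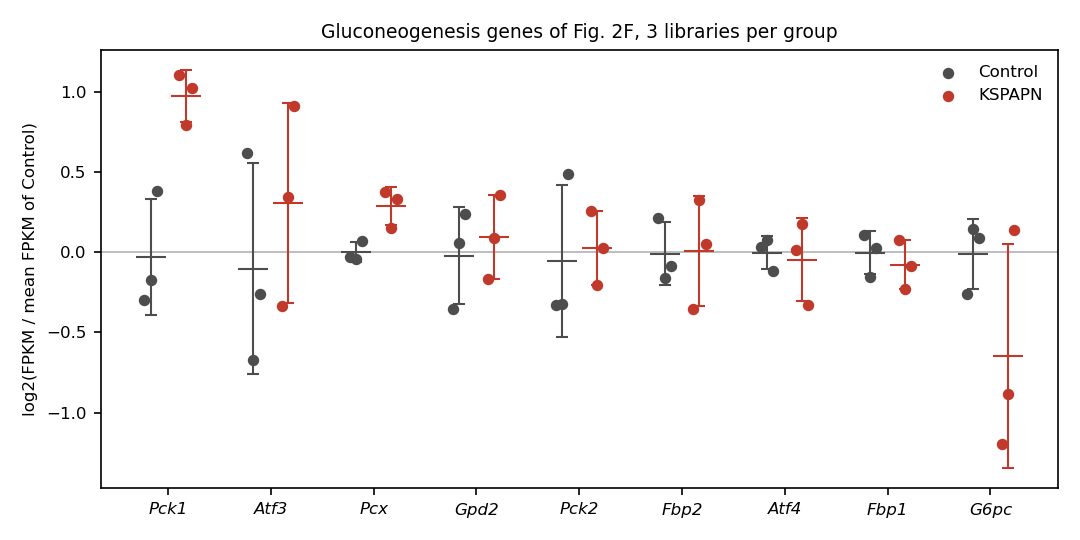
FPKM of the 9 genes of Fig. 2F in each library, as log2 of the ratio to the mean of Control (y axis), by gene (x axis). Points are libraries, horizontal lines means and bars SD of the 3 libraries of each group; the groups are apart for Pck1 and Pcx and overlap for the other 7.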

Taken together, these results support the idea that renal adiponectin plays an important role in promoting mitochondrial function and gluconeogenesis. qPCR analysis confirms the significant up-regulation of *Pck1* expression in the cortex of kidney (Fig. 2G). 

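Lists of genes were compared between the groups as sets with camera (limma), at its preset correlation between genes of 0.01, on 5 lists written before the deposited counts were examined. Of the genes of 1 of these lists, those higher in male mouse kidney, 3 had already been seen lower in the paper's source data. The 13 protein-coding genes of the mitochondrial genome had a median log2 fold change of 0.22, with 11 higher and 2 lower (camera at the preset correlation, p = 0.0998, adjusted over the 5 lists 0.125). The 2 lower, *mt-Co3* and *mt-Nd3*, share 99.9% and 97.6% of their 100-base stretches with transcripts of other genes. They had 246 and 271 CPM per kilobase, against at least 4779 in the 7 of Fig. 2C, which were all higher. *mt-Co2*, *mt-Atp6* and *mt-Nd4l*, also largely shared and low in counts, were higher. None of the 13 was past an unadjusted p of 0.05 in edgeR, and 0 were past an adjusted p of 0.05 in edgeR or DESeq2. The median depended on single libraries, at 0.43 without KSPAPN replicate 1 and 0.32 without Control replicate 2, where camera's p was 1.71e-04 and 0.0119, and at 0.048 without KSPAPN replicate 2. The 9 genes of Fig. 2F had a median of 0.047 (camera at the preset correlation, p = 0.22, adjusted 0.22), which was -0.0084 without Control replicate 1. The 90 nuclear genes of oxidative phosphorylation, chosen by symbol and including assembly factors of complex I beside subunits, had a median of -0.27, with 86 of the 90 lower in KSPAPN. With fry and with a correlation estimated from the data, neither the mitochondrial genes (p = 0.573 and 0.633) nor those of Fig. 2F (p = 0.17 and 0.276) were past 0.05, and the nuclear genes were (p = 2.22e-05 and 0.00111). From the mitochondrial genes among those it lists at the top and from the rise of *Pck1* and other genes of the pathway, the paper proposes a role of renal adiponectin in promoting mitochondrial function and gluconeogenesis. The qPCR and western blot of *Pck1* in the cortex were not analysed here.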

Correspondingly, increased production of Pck1 protein is detected in the cortex of the transgenic kidney (Fig. 2H), consistent with the notion that the presence of adiponectin enhances gluconeogenesis in the cortex of the kidney.

**Fig. 2:**
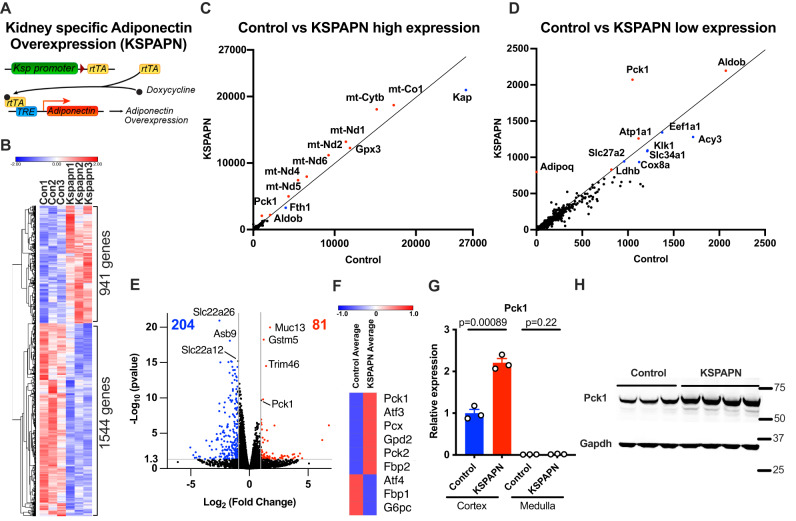
RNAseq analysis of renal adiponectin overexpression mice exhibit higher gluconeogenic signature. Whole kidneys were harvested after 4 days of doxycycline 600 mg/kg chow diet treatment with KsprtTA mice (Controls) and KsprtTA/TRE-adiponectin mice (KSPAPN). 3 mouse samples were pooled. 3 RNA-seq data reactions represent a total of 9 mouse samples. **A** Schematic representation of the doxycycline-inducible kidney-specific adiponectin overexpression mouse model (KSPAPN). **B** Hierarchical clustering of transcriptional profiles in control and KSPAPN (*n* = 3). **C** Scatter plot representation of protein-coding gene transcriptional profiles in controls and KSPAPN mice (*n* = 3). The range of fpkm is from 0 to 27000. **D** Scatter plot representation of protein-coding gene transcriptional profiles in controls and KSPAPN mice (*n* = 3). The range of fpkm is from 0 to 2500. **E** Volcano plots of protein-coding gene transcriptional profiles comparing *P*-value vs. fold-change. Unpaired two-tailed student t-tests were performed to determine p-value. While 81 genes were significantly up-regulated, 204 genes were significantly down-regulated. (*n* = 3). **F** Hierarchical clustering of genes involved in gluconeogenesis pathway. (*n* = 3). **G** Gene expression of Pck1 in the cortex and medulla in control and KSPAPN kidney (*n* = 3). Unpaired two-tailed student t-tests were performed to determine *p* value. **H** Western blot of Pck1 protein in control and KSPAPN kidney (Control *n* = 3, KSPAPN *n* = 4). Data are mean ± SEM.

### Mice with renal overexpression of adiponectin exhibit an enhanced gluconeogenic phenotype

To corroborate the overexpression of adiponectin, we determined the renal expression of adiponectin with 1 week of doxycycline treatment. Adiponectin expression was significantly increased in the cortex and in the medulla (Fig. 3A). This is significant, as it leads to a fourfold increase in serum adiponectin protein levels, establishing that some of the locally overproduced adiponectin by the renal epithelial cells can be released into circulation at least under experimental overexpression conditions (Fig. 3B). Enhanced expression of adiponectin protein was indeed observed in kidney tissues of KSPAPN mice (Fig. 3C). KSPAPN mice were provided a high fat diet for up to 10 months to test whether adiponectin-mediated renal gluconeogenesis affects nutrient homeostasis. Systemic tolerance tests were performed after 2 months of high fat diet treatment (Fig. 3D). Bodyweight, fat mass, lean mass and tissue weights were comparable between the control and the KSPAPN group (Fig. 3E, F and G). To confirm the impact of up-regulated gluconeogenesis pathway on systemic glucose metabolism, we performed oral glucose tolerance tests (OGTTs). Although serum insulin levels during the OGTT were not altered significantly, glucose levels were increased in the KSPAPN group (Fig. 3H and I). Additionally, the KSPAPN cohort displayed insulin resistance upon exposure during an insulin tolerance test (ITT) (Fig. 3J). To determine the substrate level factors that influence glucose homeostasis in KSPAPN mice, we administrated a variety of gluconeogenic precursors and oxidative substrates that provoke gluconeogenesis. We administered 3-hydroxybutyrate (3HB), which has previously been implicated as an inducer of renal gluconeogenesis^11^. 3HB increased serum glucose levels significantly, disproportionally in KSPAPN, reflecting enhanced renal gluconeogenesis by renal adiponectin overexpression (Fig. 3K). We also administered glutamine, which is thought to be an important gluconeogenic substrate for the kidney^38^. Serum glucose levels were disproportionally lower after glutamine administration in KSPAPN compared to wildtype controls (Fig. 3L). Similar to glutamine, glycerol, a third major gluconeogenic substrate for kidneys, but one that does not require Pck1, showed no effects on serum glucose levels in KSPAPN mice (Fig. 3M). In contrast, pyruvate and alanine treatment induced a significant increase in plasma glucose levels in KSPAPN mice (Fig. 3N and O), consistent with previous observations that pyruvate/lactate are four times better than glutamine or glycerol at provoking gluconeogenesis in rat kidney^39^. The individual data points of key tolerance tests for KSPAPN are shown in Fig. S4A-E. The fact that alanine drives higher glucose production is consistent with its rapid conversion to pyruvate. Since these experiments do not rule out hepatic gluconeogenesis as a source of increased glucose response, we tested kidney autonomous contributions in a perfused kidney model. Kidney perfusion assays with 40 mM pyruvate added to the perfusate reveal increased glucose production in KSPAPN mice (Fig. 3P). Adiponectin receptors (AdipoRs) and T-cadherin are known to act as cell surface receptors for adiponectin. AdipoR1 and 2 are ubiquitously expressed in the kidney cells. T-cadherin is mainly localized in the endothelial cells (Fig. S5A). Global AdipoR2 KO mice showed higher glucose levels during a glutamine tolerance test (Fig. S5B). Expression of genes involved in gluconeogenesis were not altered by AdipoR2 deficiency (Fig. S5C). Given that glutamine is the substrate preferentially utilized by the kidney rather than by the liver, renal AdipoR2 seems to suppress gluconeogenesis in the kidney, similar to its actions in the liver. Additionally, we assessed the renal gluconeogenesis by utilizing *ΔGly* adiponectin overexpressing mice. This mouse displays an increased *circulating* level of adiponectin in plasma, derived from adipocytes rather than the kidney. The adiponectin overexpressing mice exhibited a very diminished response in a glutamine tolerance test (Fig. S5D). This suggests that renal intracellular adiponectin rather than circulating adiponectin is the driver for enhanced gluconeogenesis in the kidney.

**Fig. 3:**
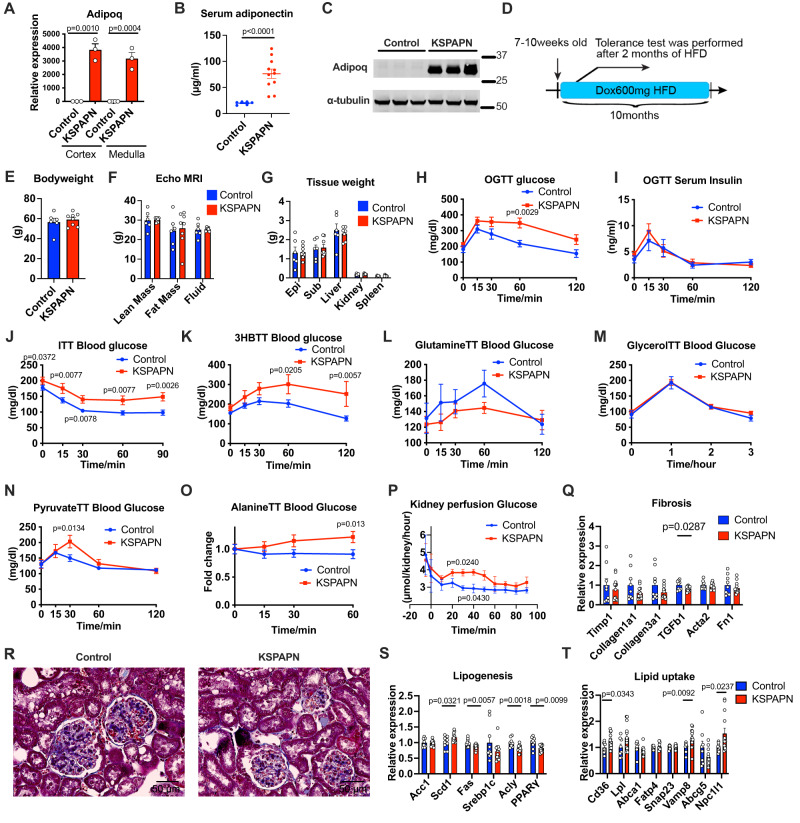
Renal adiponectin overexpression mice exhibit an enhanced gluconeogenic phenotype. **A** Validation of adiponectin overexpression in the cortex and the medulla of the kidney after 1week doxycycline treatment (600 mg per kg diet weight) (Control Cortex *n* = 3, KSPAPN cortex *n* = 3, KSPAPN medulla *n* = 3, Control Medulla *n* = 4). **B** Serum adiponectin levels after 1week doxycycline treatment (Control *n* = 6, KSPAPN: *n* = 11). **C** Representative western blot of adiponectin (top) and α-tubulin (bottom) (*n* = 3). **D** Schematic illustration of the time course of the experiment. Doxycycline 600 mg/kg containing (dox600) HFD was started at the age of 7–10 weeks old. Tolerance tests were performed after 2months of HFD dox600. Tissues were harvested after 10 months of HFD feeding. **E** Bodyweight after 10 months of HFD dox600 (Control *n* = 6, KSPAPN *n* = 8). **F** Body composition measured by echo nuclear magnetic resonance (echo MRI) (Control *n* = 6, KSPAPN: *n* = 8). **G** Tissue weight after 10 months of HFD dox600 (Control *n* = 5, KSPAPN: *n* = 10). **H** Blood Glucose levels at different time points in OGTT (Control *n* = 5, KSPAPN: *n* = 10). **I** Blood insulin level at different time points in OGTT (Control *n* = 5, KSPAPN*: n* = 10). **J** Blood glucose level at different time points after insulin injection (Control *n* = 16, KSPAPN: n = 20). **K** Blood glucose levels at different time points after 3HB injection (Control *n* = 10, KSPAPN *n* = 7). **L** Blood glucose level at different time points after Glutamine injection (Control *n* = 6, KSPAPN *n* = 11). **M** Blood glucose levels at different time points after glycerol injection (Control *n* = 6, KSPAPN n = 11). **N** Blood glucose levels at different time points after pyruvate gavage (Control *n* = 8, KSPAPN *n* = 7). **O** Blood glucose levels (fold-change) at different time points after alanine injection (Control n = 14, KSPAPN *n* = 10). **P** Glucose production rate per kidney during the perfusion of kidneys with pyruvate-containing perfusate *(n* = 3). **Q** Gene expression of fibrosis markers (Control *n* = 9, KSPAPN *n* = 13). **R** Representative trichrome staining images of the kidney. (Scale bar: 50μm) **S** Gene expression of lipogenesis markers (Control *n* = 9, KSPAPN *n* = 13). **T** Gene expression of lipid uptake markers (Control *n* = 8, KSPAPN *n* = 13). Data are mean ± SEM. 2way ANOVA with 2-stage linear step-up procedure of BKY correction for multiple comparisons was performed to determine *p*-value from (**H**) to (**P**). Multiple unpaired two-tailed t-tests with 2-stage linear step-up procedure of BKY correction for multiple comparisons were utilized to determine *p*-values for (**Q**), (**S**) and (**T**).

Since these long term HFD treatments can induce chronic kidney injury, we proceeded to characterize overall phenotypic changes by histology and qPCR. We performed trichrome stains to evaluate the effect of local renal adiponectin expression on renal fibrosis because we have previously demonstrated potent antifibrotic effects of systemic adiponectin. The structural integrity of the kidneys was comparable between control and KSPAPN mice. Relative to wildtype kidneys, KSPAPN kidney sections exhibited a reduced trichrome stain in epithelial tubular cells and glomeruli (Fig. 3R). Gene expression analysis validated the reduced fibrotic and reduced lipogenic phenotype of the kidneys in KSPAPN mice (Fig. 3Q, S and T). In line with the results of the trichrome stain, the fibrotic cytokine *Transforming growth factor β1* (*Tgfb1*) was down-regulated by adiponectin (Fig. 3Q). Additionally, as lipogenesis contributes to the pathogenesis of fatty kidney disease^40,41^, and circulating adiponectin enhances fatty acid oxidation, we examined the expression levels of genes that regulate lipogenesis. Major lipogenesis-related genes, such as *Fatty acid synthase* (*Fas*), *ATP citrate lyase* (*Acly*) and *Peroxisome proliferator receptor gamma* (*Pparγ*) were all down-regulated by renal adiponectin overexpression (Fig. 3S). Meanwhile, lipid uptake related genes, including *Cd36*, and *vesicle associated membrane protein 8* (*Vamp8*) were significantly increased by renal adiponectin overexpression (Fig. 3T). Given that adiponectin overexpression increases mitochondrial gene expression, these data suggest that an increase in adiponectin facilitates the use of fatty acids for β-oxidative processes and prevents lipogenesis and fibrosis.

### Renal adiponectin alters carbons sources for circulating glucose

Since pyruvate is the primary precursor for gluconeogenesis in vivo, mice were gavaged with 40% [U-^13^C_3_]pyruvate, and its contributions to circulating and tissue metabolites were assessed (Fig. 4A). Pyruvate gavage resulted in elevated blood glucose (Fig. 4B) and blood lactate (Fig. 4C) in KSPAPN mice. In addition, lactate concentration was elevated in the KSPAPN kidney but not liver tissue (Fig. 4D), and KSPAPN mice had higher M + 3 enrichment in blood lactate and pyruvate (Fig. 4E and F). These data indicate altered pyruvate utilization by KSPAPN mice.

**Fig. 4:**
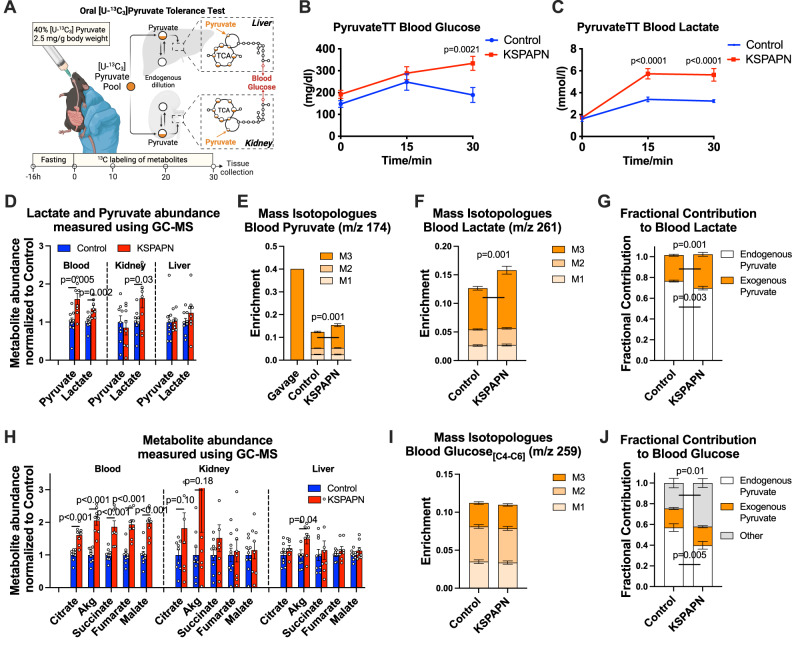
Adiponectin affects pyruvate metabolism and sources of glucose carbon increases during OPTT. **A** Schematic illustration of oral [U-^13^C_3_]pyruvate tolerance test (OPTT). 2.5 g/kg pyruvate solution containing 40% [U-^13^C_3_]pyruvate was gavaged to KSPAPN mice after 1.5 months HFD dox600 feeding. Blood, liver and kidney were harvested at the 30-minute time point. We defined the carbon contribution of pyruvate to each metabolite by analyzing the amount and percentage of each metabolite that contains labeled carbons by mass spectrometry. Created with BioRender.com. **B** Blood glucose levels at 0, 15, 30-minute time point during OPTT (Control *n* = 8, KSPAPN *n* = 8). **C** Blood lactate levels at 0, 15, 30-minute time point during OPTT (Control *n* = 9, KSPAPN *n* = 8). **D** Tissue concentration of lactate and pyruvate in KSPAPN normalized to Control at 30-minute time point (Control *n* = 9, KSPAPN *n* = 8). **E–F** Mass isotopomer distribution (MID) of (**E**) blood pyruvate (with representative 40% enrichment of gavaged pyruvate) (Control *n* = 9, KSPAPN *n* = 8) and (**F**) blood lactate. M0 omitted for clarity of presentation (Control *n* = 9, KSPAPN *n* = 8). **G** Fractional contribution (FC) of gavaged pyruvate (40% tracer labeling in gavage solution) to blood lactate in control and KSPAPN plasma 30 minutes after the [U-^13^C_3_]pyruvate gavage FC_Lactate←Gavaged Pyruvate_ = [APE_Lactate_]/[APE_Gavaged Pyruvate_]. (Control *n* = 9, KSPAPN *n* = 8). **H** Tissue concentration of metabolites in KSPAPN normalized to Control at 30-minute time point (Control *n* = 9, KSPAPN n = 8). **I** MID of blood glucose (carbons 4–6), M0 omitted for clarity of presentation (Control *n* = 9, KSPAPN *n* = 8). **J** The fractional contribution of gavaged-pyruvate, endogenous pyruvate and other carbon sources to the blood glucose (Control *n* = 9, KSPAPN *n* = 8). Data are mean ± SEM. Two-tailed unpaired Student’s t test was used from (**D**) to (**J**). ANOVA with 2-stage linear step-up procedure of BKY correction for multiple comparisons was performed to determine *p*-values for (**B**) and (**C**).

To examine the fate of pyruvate during the gavage, we calculated the fractional contribution (FC) of pyruvate to various downstream metabolites. The total FC of pyruvate to downstream metabolites was calculated as the ratio of atom percent enrichment (APE) of a metabolite to the APE of circulating pyruvate. The FC specific to exogenous pyruvate was calculated as the ratio of a metabolite’s APE to exogenous pyruvate APE (i.e., 40%). The difference between these values represents the FC from sources that do not enter the pyruvate pool. Although this calculation does not report metabolic rates, it provides insight into the fate of pyruvate carbons following the tracer injection. As expected, essentially all lactate was derived from pyruvate, but exogenous pyruvate made a disproportionate contribution to lactate in KSPAPN mice (Fig. 4G). Nevertheless, both exogenous (originating from the bolus) and endogenous pyruvate contributed to elevated blood lactate concentration in KSPAPN mice (Fig. S6D). Interestingly, elevated blood ^13^C-lactate in KSPAPN mice correlated with ^13^C enrichment in kidney TCA cycle metabolites but not liver metabolites (Fig. S6F). Likewise, isotopologues of kidney lactate and citrate correlated with their blood pool equivalents, but liver metabolites had a weaker relationship, especially at higher mass shifts ( ≥ M + 3) (Fig. S6G). These data suggest plasma lactate originates from or contributes to kidney metabolites in KSPAPN mice.

Given these correlations, we examined TCA cycle intermediates following the [U-^13^C_3_]pyruvate gavage. Plasma TCA cycle intermediates were elevated in KSPAPN mice (Fig. 4H), though these metabolites are expected to be in low concentration compared to tissue concentrations. TCA cycle intermediate concentrations tended to be higher in the kidney of KSPAPN mice, but the differences did not reach significance (Fig. 4H), and only Akg was increased in the liver of KSPAPN mice (Fig. 4H). To examine pyruvate utilization, we estimated the FC of pyruvate to TCA cycle intermediates. The FC of exogenous pyruvate to some TCA cycle intermediates was significantly higher in KSPAPN blood (Fig. S6A) and liver (e.g., malate) (Fig. S6C), but surprisingly, not in the kidney (Fig. S6B). It is important to note that the specific contribution of pyruvate to kidney TCA cycle intermediates was lower than in the liver regardless of genotype (Fig. S6B*versus* S6C). Thus, non-pyruvate anaplerotic substrates (e.g., glutamine) or higher citrate synthesis from unlabeled acetyl-CoA (e.g., via fat oxidation) relative to anaplerosis must dilute kidney TCA cycle intermediates compared to the liver. Unfortunately, the method will not detect changes in pyruvate anaplerosis in KSPAPN kidney if these pathways are systematically altered, for example by proportional increases in pyruvate anaplerosis and fat oxidation, which we address below.

Since kidney TCA cycle intermediates have a lower FC from pyruvate than liver TCA cycle intermediates, we examined blood glucose for altered contributions from pyruvate. The APE of blood glucose correlated with select liver metabolites in control but not KSPAPN mice (Fig. S6H). Despite elevated blood glucose (Fig. 4B), glucose ^13^C enrichment was not significantly different in KSPAPN mice (Fig. 4I). However, since circulating pyruvate enrichment was increased in KSPAPN mice (Fig. 4E), the FC of endogenous pyruvate carbons to glucose was lower, and the FC of non-pyruvate carbon sources to glucose was higher in KSPAPN mice (Fig. 4J). Normalizing this fractional data to glucose concentration indicated that the elevated glucose excursion in the KSPAPN mice was due to increased glucose originating from exogenous pyruvate carbons and, most substantially, non-pyruvate sources (Fig. S6E). Although this method does not specifically quantify renal gluconeogenesis, the increased contribution of non-pyruvate carbons in KSPAPN mice is reminiscent of the ^13^C dilution of TCA cycle intermediates in the kidney compared to liver, which may propagate to glucose more in KSPAPN mice than control mice. Nevertheless, we cannot rule out preexisting glucose due to impaired glucose clearance or increased gluconeogenesis from glycerol in KSPAPN mice, either of which would appear as non-pyruvate sources of glucose carbon.

### Renal lipid catabolism enhances renal gluconeogenesis

Since adiponectin plays a key role in triglyceride storage and metabolism in adipocytes^42,43^, we conducted triglyceride tolerance tests to see whether renal adiponectin also affects systemic lipid metabolism. Serum-free fatty acid (FFA) levels, serum triglyceride and glycerol levels were not altered in KSPAPN mice during the triglyceride tolerance tests (Fig. 5A, B and C). However, β-oxidation was relatively high in the medulla and significantly increased in the cortex of the kidney under normal chow diet feeding (Fig. 5D). Consistent with the TG clearance test result, the incorporation of fatty acids was not changed by adiponectin overexpression (Fig. S7A). Overall, the proportion of β-oxidation towards the total uptake of fatty acid was increased by adiponectin while the total uptake of fatty acid was not changed (Fig. S7B and C). In accordance with the increase in β-oxidation, the kidney tissue oxygen consumption rate (OCR) was significantly elevated, both at basal and maximal conditions (Fig. 5E and F). Along with an elevation of OCR, the extracellular acidification rate (ECAR) was significantly increased as well in KSPAPN kidneys consistent with the in vivo observation of increased blood lactate formation by kidney (Fig. 5G and H). This data also indicates that adiponectin enhances the overall metabolic rate with respect to both carbohydrate and lipid metabolism. To determine the contribution of β-oxidation to the OCR elevation, we measured OCR in the presence of Cpt-1 inhibitor etomoxir. In the presence of etomoxir, the increase of OCR by adiponectin overexpression was eliminated (Fig. 5I and J). These data strongly suggest that the elevation of OCR is attributable to an increase in β-oxidation. Consistent with these ex vivo experimental results, glucose production from the in vitro cultured kidney cells was increased by adiponectin overexpression. However, this elevation was not observed in the presence of etomoxir, suggesting that the enhanced β oxidative capacity of KSPAPN kidneys may be driving the enhanced gluconeogenic activity (Fig. 5K). It is also notable that increased fat oxidation may dilute the ^13^C enrichment of kidney TCA cycle intermediates during the [U-^13^C_3_]pyruvate gavage, thereby masking anaplerotic pyruvate utilization (Fig. S6B)

**Fig. 5:**
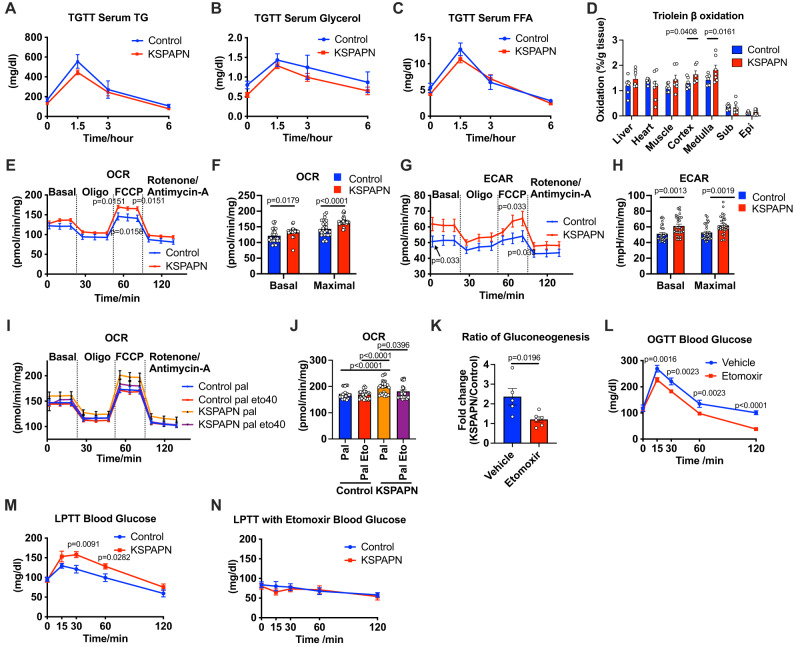
Renal lipid metabolism enhances renal gluconeogenesis. **A** Blood TG level at different time point during TG clearance test (Control *n* = 6, KSPAPN *n* = 11). **B** Blood glycerol level at different time point during TG clearance test (Control *n* = 6, KSPAPN n = 11). **C** Blood-free fatty acid level at different time points during the TG clearance test (Control *n* = 6, KSPAPN *n* = 11). **D** ^3^H-triolein lipid oxidation in tissues, including cortex and medulla, under chow diet conditions (Control *n* = 7, KSPAPN *n* = 7). Multiple unpaired two-tailed t-tests with 2-stage linear step-up procedure of BKY correction for multiple comparisons were performed to determine *p*-values **E** and **F** Oxygen consumption rate (OCR) of KSPAPN kidney tissues at basal level and after oligomycin (Oligo), FCCP and rotenone/antimycin-A treatment (Control *n* = 9, KSPAPN *n* = 10). **G** and **H** Extracellular acidification rate (ECAR) of kidney tissues at basal level, Oligo, FCCP and rotenone/antimycin-A treatment (Control *n* = 9, KSPAPN *n* = 10). **I** and **J** OCR of KSPAPN kidney tissue in the presence of palmitate with or without etomoxir. (Control pal *n* = 9, Control pal eto40 *n* = 10, KSPAPN pal *n* = 9, KSPAPN pal eto40 *n* = 9) 1-way ANOVA with 2-stage linear step-up procedure of BKY correction for multiple comparisons were performed to determine *p*-values for (**J**). **K** The ratio of glucose production from primary cultured KSPAPN kidney cortex cells with or without etomoxir treatment (Control *n* = 5, KSPAPN *n* = 6). Unpaired two-tailed student’s t-test was performed for statistics. **L** Blood glucose levels during an OGTT upon 20 mg/kg bodyweight etomoxir treatment (Vehicle *n* = 8, Etomoxir *n* = 7). **M** Blood glucose level in Lactate/pyruvate tolerance test in KSPAPN mice (Control *n* = 11, KSPAPN *n* = 10). **N** Blood glucose levels during a lactate/pyruvate tolerance test in KSPAPN mice (Control *n* = 9, KSPAPN *n* = 10). Data are mean ± SEM. 2-way ANOVA with 2-stage linear step-up procedure of BKY correction for multiple comparisons were performed to determine *p*-values for (**E**), (**F**), (**G**), (**H**), (**L**) and (**M**).

To further test whether the elevation of fatty acid catabolism by adiponectin contributes to glucose metabolism, we used additional approaches. In accordance with previous reports showing that the Cpt-1 inhibitor teglicar lowers hepatic glucose production during an OGTT^44^, etomoxir decreased the blood glucose levels during an OGTT (Fig. 5L). In order to better define the contribution of β-oxidation to gluconeogenesis, we performed a lactate/pyruvate tolerance test in the presence or absence of etomoxir treatment. The differences in serum glucose levels over the course of the lactate/pyruvate tolerance tests in KSPAPN mice compared to wildtype mice were completely eliminated by etomoxir treatment (Fig. 5M and N). Taken together, this strongly suggests that the adiponectin-mediated increase in renal gluconeogenesis is completely dependent on the adiponectin-mediated local stimulation of β-oxidative capacity for fatty acids.

### Kidney-specific adiponectin KO mice exhibit impaired gluconeogenesis

To more precisely determine the function of endogenous renal adiponectin, we developed a doxycycline-inducible kidney specific adiponectin KO mouse strain (KsprtTA/TRE-Cre/adiponectin flox) (“KSPAKO”). A renal epithelial cell-specific adiponectin KO is achieved with the Ksp promoter driving the rtTA expression. Doxycycline enhances Cre expression by inducing rtTA binding to the TRE locus. Therefore, this system enables us to knockout adiponectin in a doxycycline-dependent manner in the adult mouse without any developmental issues (Fig. 6A). We fed a doxycycline-containing diet for 2 months and started to perform systemic tolerance tests (Fig. 6B). To confirm the knock down of adiponectin, we exposed KSPAKO mice to cold temperature and fasting and then performed RNAscope analysis. The adiponectin signal was significantly reduced in KSPAKO kidney (Fig. 6C). Even after 10 months of high fat diet exposure, there was no significant impact on bodyweight, fat mass or lean body mass for renal adiponectin KO mice (Fig. 6D and E). Consistent with these observations, tissue weights of KSPAKO’s are all comparable to controls (Fig. 6F). In contrast to the elevation of serum adiponectin in renal adiponectin overexpressing mice, serum adiponectin levels are not altered by a lack of renal adiponectin expression (Fig. 6G). This data further corroborates that serum adiponectin is mainly derived from adipose tissues and the renal adiponectin production has little impact on levels of circulating adiponectin. Since circulating adiponectin levels are unaltered in KSPAKO mice, we can specifically address the impact of renal adiponectin on kidney function. In light of our adiponectin overexpression data, we opted to further explore the gluconeogenic pathway. In contrast to the renal adiponectin overexpression, OGTT on KSPAKO mice shows lower blood glucose levels (Fig. 6H). Consistent with the improved OGTT results, an ITT reveals improved insulin sensitivity (Fig. 6I). To determine the effects of gluconeogenic substrates or ketone bodies that drive gluconeogenesis, we conducted tolerance tests with either gavage or an intraperitoneal injection of various substrates, including glutamine, pyruvate, glycerol and 3-hydroxybutyrate (3HB) and assessed the blood glucose levels over the time course. Alanine administration induced a lower production of glucose in KSPAKO compared to wild type (Fig. 6J). In contrast to renal adiponectin overexpression, the major ketone body 3HB treatment failed to enhance glucose levels in the renal adiponectin deficient mice (Fig. 6K). Among the additional major substrates for renal gluconeogenesis, such as pyruvate, glutamine and glycerol, only pyruvate exposure leads to a lower glucose response compared to wildtype littermate controls (Fig. 6L, M and N). The individual data points of key tolerance tests for KSPAKO are shown in Fig. S4F-J. This demonstrates that renal adiponectin can enhance the utilization of pyruvate and alanine for gluconeogenesis. The fact that the serum amino acid level in KSPAPN and KSPAKO mice are not strikingly affected suggest that adiponectin-mediated renal gluconeogenesis is more related to pyruvate rather than other amino acids (Fig. S8A and B).

**Fig. 6:**
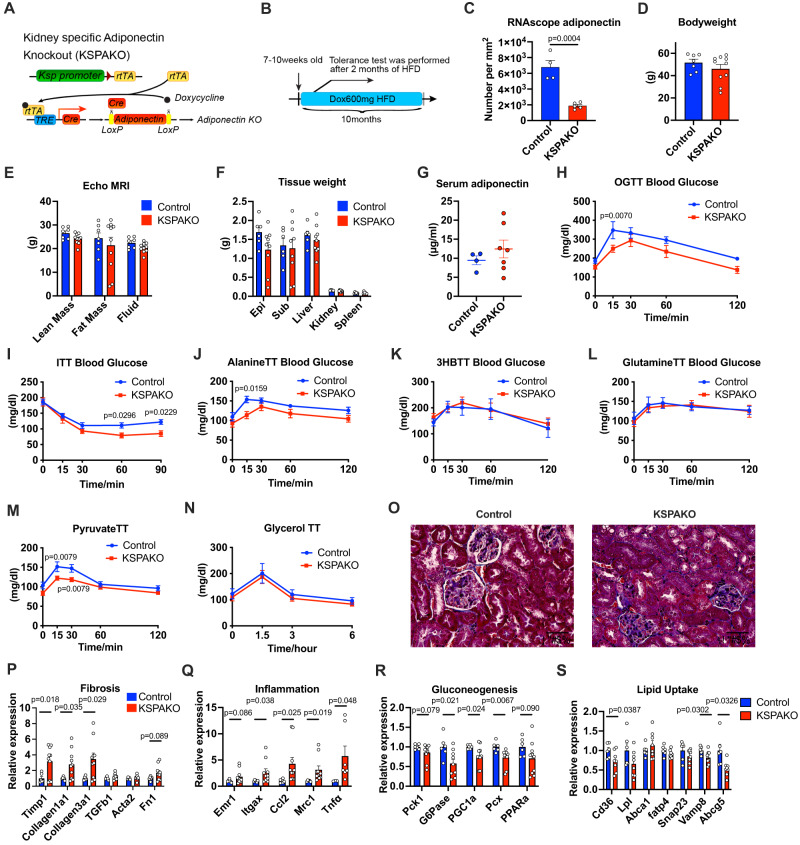
Renal adiponectin KO mice exhibit an impaired gluconeogenic phenotype. **A** Schematic illustration of the kidney-specific, doxycycline-inducible Adiponectin KO mouse model (KSPAKO). In this mouse model, KsprtTA expresses a rtTA specifically in kidney tubular cells. In the presence of Dox, rtTA activates the transcription of the TRE-Cre transgene. The Cre recombinase in turn clips the LoxP sites and converts the locus to the KO alleles. **B** Schematic representation of the time course of the experiment. Tolerance tests were performed 2 months after the start of HFD. Tissues were harvested after 10 months of HFD feeding. **C** Quantitation of adiponectin RNAscope signal in kidney tissues per mm^2^ (Control *n* = 4, KSPAKO *n* = 5). **D** Bodyweight of KSPAKO mice after 10 months of HFD dox600 (Control *n* = 7, KSPAKO *n* = 10). **E** Body composition measured by echo MRI (Control *n* = 7, KSPAKO *n* = 10). **F** Tissue weights of KSPAKO mice after 10 months of HFD dox600 (Control *n* = 6, KSPAKO *n* = 9). **G** Serum adiponectin levels in KSPAKO mice (Control *n* = 4, KSPAKO *n* = 7). **H** Blood Glucose levels at different time points during an OGTT (Control *n* = 7, KSPAKO *n* = 9). **I** Blood Glucose levels at different time points in ITT (Control *n* = 15, KSPAKO *n* = 12). **J** Blood glucose levels at different time points during an alanine tolerance test (Control *n* = 7, KSPAKO *n* = 10). **K** Blood glucose levels at different time points during a 3-hydroxybutyrate (3HB) tolerance test (Contro*l n* = 7, KSPAKO *n* = 10). **L** Blood glucose levels at different time points during a glutamine tolerance test (Control *n* = 7, KSPAKO *n* = 10). **M** Blood glucose levels at different time points during a pyruvate tolerance test (Control *n* = 10, KSPAKO *n* = 11). **N** Blood glucose levels at different time points during a glycerol tolerance test (Control *n* = 7, KSPAKO *n* = 10). **O** Representative trichrome staining images of the kidney. (Scale bar: 50 μm). **P** Gene expression of fibrosis markers (Control *n* = 6, KSPAKO *n* = 10). (Control *n* = 5, KSPAKO *n* = 10 for Acta2). **Q** Gene expression analysis of inflammation markers (Control *n* = 6, KSPAKO *n* = 10), (Control *n* = 3, KSPAKO *n* = 7 for Tnfα), (Control *n* = 5, KSPAKO *n* = 10 for Mrc1). **R** Gene expression analysis of gluconeogenesis markers (Control *n* = 6, KSPAKO *n* = 10), (Control *n* = 6, KSPAKO *n* = 10 for G6Pase). **S** Gene expression analysis of lipid uptake markers (Control *n* = 6, KSPAKO *n* = 8). Data are mean ± SEM. 2-way ANOVA with 2-stage linear step-up procedure of BKY correction for multiple comparisons were performed to determine *p*-values for (**H**), (**I**), (**J**) and (**M**). Multiple unpaired two-tailed t-tests with 2-stage linear step-up procedure of BKY correction for multiple comparisons were performed to determine *p*-values for (**P**), (**Q**), (**R**) and (**S**).

As adiponectin deficiency triggers fibrosis in the kidney under acute kidney injury, we evaluated the level of fibrosis after 10 months of high fat diet. Consistent with our previous findings, kidney-specific adiponectin deficiency also exhibits a stronger tendency towards a fibrotic phenotype around the tubular epithelial cells (Fig. 6O). In fact, mRNA markers of fibrosis and inflammation-related genes are up-regulated in KSPAKO kidneys (Fig. 6P and Q). In contrast to kidney adiponectin overexpression, the expression of genes involved in gluconeogenesis are decreased in KSPAKO (Fig. 6R). In addition to the glycemic phenotype, we also found a symmetrical phenotype in lipid metabolism between KSPAPN and KSPAKO. Lipid uptake markers are generally down-regulated in KSPAKO (Fig. 6S).

### Adiponectin deficiency in renal tubular epithelial cells disrupts lipid uptake and alters lipid distribution

Adiponectin stimulates fatty acid oxidation through activation of AMP-activated protein kinase (AMPK) in myocytes^45^. Genes encoding key lipid uptake mediators are down-regulated in KSPAKO. In order to analyze the overall effect of renal adiponectin on systemic lipid metabolism, we performed a triglyceride clearance test. Renal adiponectin deletion results in impaired TG clearance from circulation upon gavage of triglycerides (Fig. 7A). A triolein uptake test reveals that incorporation of TGs is down-regulated in both the kidney cortex and medulla, explaining how impaired lipid uptake by the kidney leads to higher lipid levels in plasma over the course of the triglyceride clearance test. In contrast, the TG incorporation was elevated in the liver (Fig. 7B), which likely compensates for the decrease in lipid uptake by the kidney. Even though the total uptake of lipid was impaired by renal adiponectin deficiency, β-oxidation was not significantly affected (Fig. S7D-F). Consistent with these observations, oxygen consumption rates are decreased in KSPAKO kidneys in a Seahorse-based assay performed ex vivo (Fig. 7C and D). To explore the lipid content alteration in the KSPAKO kidneys on the basis of anatomical structure, including cortex, cortex medulla transition and medulla, we semi-quantitatively analyzed lipid species distribution considering 17117 lipid ID species at 25 μm spatial resolution through the entire kidney section using MALDI-TOF mass spectrometry imaging (Fig. 7E, F, G and H) (Supplementary Data1). By visualizing the spatial distribution alteration of *m/z* values, we could observe a strong shift of lipid species by kidney adiponectin deficiency. As examples, *m/z* 760.513 (putative ID as PS 34:1), *m/z* 766.539 (putative ID as PE O-38:5;O or PE 38:4), and *m/z* 776.498 (putative ID as SHexCer 34:2;O2) (Fig. 7F, G and H). PS 34:1 was increased throughout the entire kidney (Fig. 7F). In contrast, PE O-38:5;O/PE 38:4 was decreased in the cortex and transition area (Fig. 7G). SHExCer 34:2;O2 was increased in the cortex and medulla, but not altered in the medulla (Fig. 7H).

**Fig. 7:**
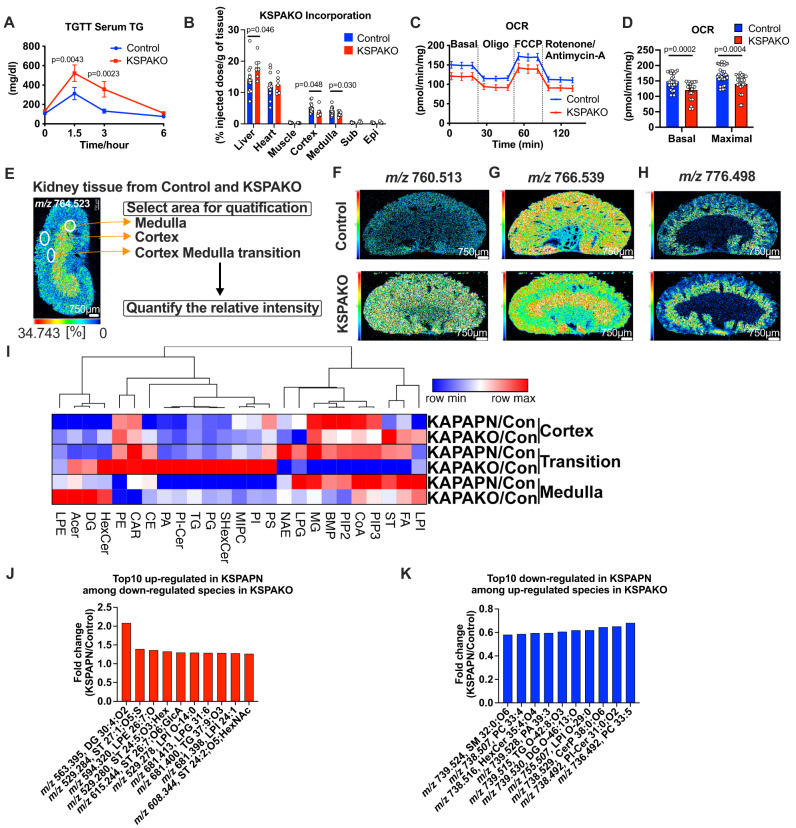
Adiponectin deficiency in renal tubular epithelial cells disrupts lipid uptake and alters lipid distribution. **A** Blood TG levels at different time points during a TG clearance test (Control *n* = 8, KSPAKO *n* = 9). **B** ^3^H-triolein lipid incorporation into organs under chow diet conditions (Control *n* = 14, KSPAKO *n* = 7). Multiple unpaired two-tailed t-tests with 2-stage linear step-up procedure of BKY correction for multiple comparisons were performed to determine *p-*values. **C** and **D** OCR of KSPAKO kidney tissue at basal levels and after oligomycin (Oligo), FCCP and rotenone/antimycin-A treatment (Control *n* = 10, KSPAKO *n* = 9). **E** False color mass spectrometry image of *m/z* 764.523 depicting three main areas of the kidney; cortex, medulla and, cortex medulla transition area. For calculations, three regions of interest were selected in each main area of the kidney for each analyzed cryosection. The average intensity of each lipid specie was quantified by IMAGEREVEAL™ MS. (Scale bar: 750 μm) **F** *m/z* 760.513 lipid specie was increased in cortex, transition area and medulla. (*n* = 3) (Scale bar: 750 μm) **G** *m/z* 766.539 lipid specie was down-regulated in the cortex and transition area. (*n* = 3) **H** *m/z* 776.498 lipid specie was increased in the cortex and transition area. (*n* = 3). **I** The heatmap of the ratio of relative intensity of lipid species (KSPAKO/control and KSPAPN/control) in the cortex, transition area and medulla. (*n* = 9) The lipid species observed at each *m/z* value were annotated into Lyso Phosphatidylethanolamines (LPE), Acyl Ceramide (Cer) (ACer), Diglycerides (DG), Hexosyl-Cer (HexCer), Phosphatidylethanolamines (PE), Acyl carnitines (CAR), Cholesteryl ester (CE), Phosphatidic acids (PA), Phosphatidylinositol-Cer (PI-Cer), Triglycerides (TG), Phosphatidylglycerols (PG), Sulfatides (SHexCer), Mannosyl-inositolphosphoceramides (MIPC), Phosphatidylinositols (PI), Phosphatidylserines (PS), N-acyl ethanolamines (NAE), Lyso Phosphatidylglycerols (LPG), Monoglycerides (MG), Bisphosphates (BMP), Phosphatidylinositol-biphosphates (PIP2), Acyl CoAs (CoA), Phosphatidylinositol-triphosphates (PIP3), Sterols (ST), Fatty acids (FA) and Lyso Phosphatidylinositols (LPI). **J** The top10 lipid species up-regulated in KSPAPN transition area that are down-regulated less than 0.75-fold in KSPAKO transition area. **K** The top10 lipid species down-regulated in KSPAKO transition area that are upregulated more than 2-fold in KSPAKO transition area. The fold change was calculated from the relative intensity that was obtained from 3 different area in 3 of KSPAPN or KSPAKO mice. Data are mean ± SEM. 2-way ANOVA with 2-stage linear step-up procedure of BKY correction for multiple comparisons were performed to determine *p*-values for (**A**) and (**D**).

Because one single *m/z* peak value in the spectrum can be matched with several lipid ID species from the database, we removed the lipid species that have multiple candidates of lipids when performing hierarchical clustering, which was conducted with 9047 species. The summation of each lipid class species revealed an overall change of the lipid content in KSPAKO and KSPAPN kidneys.

The most striking changes of lipids were observed in the transition area. To identify the tubular components of the transition area in the kidney, we performed immunofluorescence with 3 markers, including lotus tetragonolobus (LTL) (proximal tubule marker), uromodulin (Umod) (ascending limb of the Loop of Henle, straight and convoluted distal tubule marker) and calbindin1 (Calb1) (distal convoluted tubule, connecting tubule and collecting duct marker)^46^. The immunofluorescence showed that the transition area is mainly composed of LTL^+^ cells and Umod^+^ cells. This data indicate that transition area is mainly comprised of the proximal tubule, the ascending limb of the Loop of Henle and distal tubules, which partially overlaps with the distribution of endogenous adiponectin from proximal straight tubules to convoluted distal tubules (Fig. S9). In the transition area, several subtypes of sphingolipids, including hexosyl-ceramides (HexCer), acyl Ceramide (ACer), Ceramide-phosphates (CerP), Diglycerides (DG) and Sphingomyelins (SM) exhibited a symmetrical change in KSPAKO and KSPAPN kidneys. These lipid species decreased in KSPAPN and increased in KSPAKO. In contrast, fatty acids (FA), N-acyl ethanolamines (NAE), Acyl CoAs (CoA), Phosphatidylinositol-diphosphates (PIP2), Phosphatidylinositol-triphosphates (PIP3), Bisphosphates (BMP) and Monoglycerides (MG) increased in KSPAPN and decreased in KSPAKO kidney tissues (Fig. 7I). Since MAlDI-TOF mass spectrometry imaging analyses cannot distinguish between isobaric species, we cannot exclude the possibility that not dominant species’ name is annotated as a representative one among various candidates. To confirm the validity of the analysis, we analyzed the spectral data with reference to published comprehensive human and rodent kidney lipid databases whose ID have been confirmed by ultrahigh performance liquid chromatography/electrospray ionization-mass spectrometry (UHPLC/ESI-MS/MS)^47^. We can observe comparable changes of lipid species to the original global lipid database from LIPID MAPS (Fig.7I and Fig. S10). To identify the lipid species that are controlled by kidney adiponectin, we screened the lipid species that are up-regulated in the KSPAPN kidney transition area among the species down-regulated less than 0.75-fold in the KSPAKO kidneys. To avoid false positives, we limited the lipid species to those with average intensity higher than a 100 in KSPAPN transition area. The data are described as the detected *m/z* value in negative and its corresponding matched lipid ID. Among them, *m/z* 563.395, DG 30:4;O2 was most up-regulated in the KSPAPN transition area (Fig. 7J). On the contrary, *m/z* 739.524, SM 32:0;O6 was the most down-regulated lipid species in KSPAPN transition area among lipid species more than 2-fold up-regulated in KSPAKO transition area (Fig. 7K).

Although we only have a limited understanding of what each of these lipid species does, we know that the accumulation of glucosylceramides is associated with renal fibrosis and mitochondrial dysfunction^48,49^. Therefore, local adiponectin reduction within the kidney has a profound impact on a broad set of lipids, including the accumulation of glucosylceramides, which may mediate decreased mitochondrial function and an enhanced fibrotic phenotype in the KSPAKO kidneys.

## Discussion

Our study aimed to elucidate the physiological relevance of adiponectin produced by kidney cells with respect to systemic glucose and lipid metabolism. While it is well-established that circulating adiponectin exerts a protective role during acute kidney injury, we lacked to date any insights into the physiologic function of kidney-derived adiponectin on systemic metabolism. Here, by taking advantage of inducible kidney-specific adiponectin gain- and loss-of-function models, we demonstrate that the local production of adiponectin in the kidney is a potent driver for fatty acid utilization from which cells derive the energy for renal gluconeogenesis.

In vivo studies focusing on specific mediators of renal gluconeogenesis have been limited in scope^50^. Importantly, the phenotypes of global Pck1 KO mice and liver-specific conditional Pck1 KO mice highlight the significance of renal gluconeogenesis to completely compensate for systemic glucose needs. Global KO of Pck1 exhibit severe hypoglycemia and die a few days after birth, while the liver specific Pck1 KO mice show normal growth and only mild hypoglycemia^51^. Recent tracer studies using multicompartment modeling confirm that renal gluconeogenesis is sufficient to compensate for loss of hepatic pck1^52^. Additionally, genetic deficiencies leading to hepatic gluconeogenic impairments, such as liver pyruvate carboxylase deficient mice, lead to an upregulation of renal gluconeogenesis^53^. This is also observed in our studies: renal gluconeogenic genes were up-regulated under fasting and cold exposure, similar to what is seen in liver Pck1 KO mice. In these settings, adiponectin was also increased in the kidney, suggesting a close relationship between adiponectin and renal gluconeogenesis. Moreover, we found that renal adiponectin overexpression prominently increased Pck1 expression in the kidney.

Gluconeogenesis is highly coordinated with cellular energetics due to its high ATP requirements and its dependency on the TCA cycle for substrate. Thus, hepatic TCA cycle activity is closely associated with flux through pepck, which consumes TCA cycle intermediates for gluconeogenesis^54^. Fatty acid oxidation promotes gluconeogenesis through multiple mechanisms^13^. Notably, it stimulates acetyl-CoA-mediated pyruvate carboxylation, which repletes TCA cycle intermediates, and provides an ample source of ATP. As revealed by clinical studies, the kidneys consume up to 20% of the body’s total energy expenditure^55^ and mainly depends on β-oxidation to help meet this metabolic demand^56^. These characteristics may become more important with the activation of renal gluconeogenesis.

Adiponectin plays a pivotal role in the prevention of lipolysis from adipose tissue under insulinopenic conditions^43^. In line with this observation, kidney-specific adiponectin KO mice show lowered lipid uptake and hyperlipidemia. Additionally, kidney adiponectin overexpression leads to enhanced oxidation of fatty acids and shows higher OCR and ECAR. Thus, adiponectin energizes kidney cells through enhanced fatty acid oxidation. As a consequence, the higher ATP synthesis achieved through enhanced uptake of fatty acids and ketone bodies and subsequent fatty acid oxidation can accelerate renal gluconeogenesis^11^. In fact, ketone body administration increased blood glucose levels in KSPAPN mice, reflecting elevated renal gluconeogenesis. We also found that kidney-specific adiponectin overexpression or elimination exerts an effect on blood glucose levels following lactate/pyruvate/alanine administrations. This observation is consistent with the expected effect of fat or ketone oxidation on the activation of kidney pyruvate carboxylase^57^.

Interestingly, a [U-^13^C_3_]pyruvate gavage did not produce greater ^13^C enrichment in kidney TCA cycle intermediates, as might have been expected with increased pyruvate carboxylase flux in KSPAPN mice. However, the method is sensitive to fractional contributions but not necessarily absolute fluxes. For example, the lack of increased ^13^C enrichment in TCA cycle intermediates in KSPAPN kidney may result from proportionally increased pyruvate carboxylase and β-oxidation fluxes, the former enriching TCA cycle intermediates with pyruvate carbons, and the latter diluting TCA cycle intermediates with acetyl-CoA carbons. Similarly, although a portion of the higher glucose excursion in KSPAPN mice was attributable to exogenous [U-^13^C_3_]pyruvate, the largest portion of glucose originated from non-pyruvate carbons. Since TCA cycle intermediates of the kidney were less enriched with pyruvate carbons than liver, the finding of elevated glucose originating from non-pyruvate carbons in KSPAPN mice is consistent with increased renal gluconeogenesis. Nevertheless, there are other noteworthy possibilities. Whole kidney TCA cycle intermediates may poorly reflect proximal tubule TCA cycle intermediates, where renal gluconeogenesis occurs. Indeed, the kidney normally utilizes glucose for lactate production in the medulla, while the kidney produces glucose as a whole under fasted conditions^14,58,59^. Thus the shift toward fat oxidation may lower glucose disposal in KSPAPN mice, causing preexisting glucose to be misinterpreted as glucose derived from non-pyruvate carbon. While the entirety of the data suggest increased renal gluconeogenesis, we cannot eliminate other possibilities with respect to the in vivo tracer data.

By utilizing single cell sequencing, we found that renal adiponectin is primarily expressed from the Loop of Henle to the collecting duct. This area coincides with the area in the kidney that is highly engaged in lipid uptake-related gene expression. Interestingly, we find that renal *Gcgr* is expressed in the same region (*Wang and Scherer, unpublished*). Renal *Gcgr* affects systemic lipid levels and amino acid levels. Since serum amino acid levels were not dramatically altered by renal adiponectin deficiency or overexpression, it seems that renal adiponectin itself does not directly regulate amino acids and Gcgr. However, the overlapping expression patterns of adiponectin and *Gcgr* suggest that they could be relevant for these pathways and mutually synergistically support their function in lipid and carbohydrate metabolism.

As renal adiponectin and Gcgr are expressed from the loop of Henle to the collecting duct, adiponectin-mediated lipid uptake should principally occur in these segments of the kidney. In contrast, gluconeogenic enzymes including Pck1 and G6Pase are principally accumulated in proximally tubular cells. This is consistent with a renal “division of labor” where lipid uptake and gluconeogenesis occur in anatomically distinct regions^14^. The observation that adiponectin leads to the induction of gluconeogenic components is not in contradiction to this model, since gene expression analysis was performed on whole kidneys and we do not have any spatial information available. Hence, the gluconeogenic intermediates stimulated by fatty acid oxidation must be exchanged between sites of lipid oxidation and sites of gluconeogenesis. Additional studies focusing on the spatially distinct sites for lipid uptake and gluconeogenesis and the exchange of energetically charges intermediates and metabolic intermediates between these sites may provide mechanistic insights into the regulation of kidney metabolism.

Adiponectin exerts its beneficial effects through its receptors AdipoR1, AdipoR2 and T-cadherin^60^. AdipoR1 and 2 were identified as cell surface receptors and utilize ceramides and AMPK as the downstream signaling molecules^61,62^. T-cadherin is also a molecule that has affinity for hexameric and multimeric adiponectin, but lacks a cytoplasmic signaling domain^63^. AdipoR1 and AdipoR2 are widely distributed in the kidney and T-cadherin is mainly expressed in kidney endothelial cells. Clinically, both adiponectin and adiponectin receptors are up-regulated in end-stage kidney disease to compensate the functional deterioration of the kidney^64^. The adiponectin receptor agonist adiporon ameriolates diabetic nephropathy^65^, suggesting that signal transduction through AdipoRs prevents kidney injury. A global KO of T-cadherin shows worsened acute kidney injury, consistent with the adiponectin KO mouse phenotype^66^. In terms of renal gluconeogenesis, AdipoR2 may suppress the renal gluconeogenetic pathway, since the glucose level during glutamine tolerance tests were higher in AdipoR2 KO mice, even though the impact of AdipoR2 deficiency on renal gluconeogenic genes was limited. To analyze the impact of adipocyte derived circulating adiponectin (i.e. not derived from the kidney), we also assessed the renal gluconeogenesis in *ΔGly* adiponectin overexpressing mice^67^. Higher amounts of adipocyte-derived circulating adiponectin in *ΔGly* mice had little impact on renal gluconeogenesis, suggesting the importance of the source of adiponectin to manifest its effects on gluconeogenesis. Given that the AdipoRs are mainly localized in the plasma membrane^62^, these data highlight the distinct roles of *circulating vs. intracellular* adiponectin.

The pathogenesis of chronic kidney disease and diabetic kidney disease is characterized by fibrosis and lipid accumulation^15,21^. Renal fibrosis is associated with altered lipid metabolism. Moreover, the reduced use of fatty acids and increased consumption of glucose is a predominant feature of renal cancers and polycystic kidney disease^68,69^. However, in this context, the mere increase of lipid uptake through *Cd36* overexpression in kidneys is insufficient to induce fibrosis. It is the impaired fatty acid oxidation which is more directly related to the development of renal fibrosis^27^. Consistent with this model, mice with renal adiponectin overexpression enhance fatty acid utilization and are resistant to renal fibrosis and inflammation. In contrast, kidney-specific adiponectin KO mice display reduced lipid utilization by the kidney and indeed manifest severe renal fibrosis and higher inflammation after high fat diet feeding.

Mass spectrometry-based imaging of KSPAKO and KSPAPN kidney sections allowed us to evaluate the changes of lipid accumulation with high spatial resolution. Mass spectrometry imaging provides information of relative concentration levels of molecules based on *m/z* spectral values. Since isobaric and isomeric species cannot be resolved by MALDI-TOF imaging, further analysis by LC-MS/MS is required for unequivocal identification of the detected *m/z* features.

Nevertheless, we could observe a quantitative and distributional impact of renal adiponectin on lipid levels that would go unnoticed in a conventional analysis using whole kidney lipid extracts. Our analysis revealed that renal adiponectin deficiency triggers an up-regulation of most ceramide derivatives in the medulla and in the transition area. These data are compatible with our previous findings indicating that adiponectin deficiency leads to a build up of ceramide species^61^. Fatty acid utilization was decreased due to the lack of renal adiponectin, leading ceramide species to be further accumulated in KSPAKO kidneys, suggesting that ceramide species are building up and accumulate in the kidney. On the other hand, we discovered that fatty acids (FA), Sterols (ST), Acyl CoAs (CoA) and Phosphatidylinositol-phosphate (PIP) derivatives are up-regulated by adiponectin overexpression and decreased by adiponectin deficiency. Increased FA and CoA in KSPAPN kidneys reflect enhanced fatty acid oxidation. CoA itself displays strong bioactivity, including inhibition of critical metabolic enzymes, such as hormone-sensitive lipase^70^. Moreover, PIP derivatives are critically involved in insulin signaling. Therefore, these adiponectin-mediated alterations of lipids exert a pivotal role on kidney function.

Altogether, we demonstrate an important physiological role for renal adiponectin. It is a major player for the maintenance of serum glucose levels by pushing renal metabolism towards fatty acid utilization. Multiple lines of evidence suggest that adiponectin enhances fatty acid utilization in many different tissues. However, it seems that the response to adiponectin leading to enhanced β-oxidative capacity is tissue specific. While adiponectin suppresses gluconeogenesis in the liver by increasing insulin signaling^71^, we show here that it clearly promotes gluconeogenesis in the kidney. This dichotomous role of adiponectin in hepatic *vs*. renal gluconeogenesis can be seen typically during postprandial gluconeogenesis and in hepatic insufficiency. Further studies focusing on more detailed regulatory aspects of renal gluconeogenesis will be required to gain insights as to what the basis are for these tissue-specific differences. Nevertheless, the renal gluconeogenic pathway and lipid metabolism are closely related to the pathogenesis of hypoglycemia, fat accumulation in the kidney, renal dysfunction and fibrosis. Renal adiponectin is an important player in these pathways, offering a key therapeutic target for hypoglycemia and chronic kidney disease.

## Methods

### Mice

The transgenic strains *KsprtTA/TRE-Adiponectin mice* (KSPAPN), *adiponectin flox mice* and *ΔGly adiponectin overexpression mice* were generated by our laboratory as previously described^43,67,72^. Kidney-tubular cell specific adiponectin knockout mice (KSPAKO) were generated by crossing *KsprtTA/TRE-Cre mice* and *adiponectin flox mice*. The *PPARγ flox mouse* was purchased from the Jackson Laboratory (RRID:IMSR_JAX:004584)^73^. *Glucagon receptor KO mice* were provided by Dr. Maureen Charron at Albert Einstein College of Medicine^74^. *Liver specific Pck1 KO mice* were generated by Dr. Mark Magnuson, Vanderbilt University^51^. Global *AdipoR2* KO mice were generated by Deltagen, Inc. All mice were bred in the C57BL/6 genetic background. Mice were fed on a regular diet (LabDiet #5058) or high-fat diet (60% energy from fat, Research Diets #D12492). Mice were maintained under barrier conditions in 12-h dark/light cycles in a temperature-controlled environment (22 °C), with *ad libitum* access to diet and water and constant veterinary supervision. Water and cages were autoclaved and cages were changed every other week. The humidity is monitored and controlled from 30 to 70%. Male mice were utilized for this study. All protocols for mouse use and euthanasia were reviewed and approved by the Institutional Animal Care and Use Committee of the University of Texas Southwestern Medical Center, animal protocol number 2015-101207G.

### Genotyping PCR

Approximately 3 mm of mouse tail tip was incubated in 80 μL 50 mM NaOH at 95 °C for 1.5 h. 8 μL 1 M Tris–HCl (pH 8.0) was added for neutralization. After vortexing and a short spin down, 0.5–1 μL of supernatant was used as PCR template. Primer sequences for genotyping PCR are listed in Table S1. The PCR program was: 95 °C for 5 min, followed by 35 cycles of 95 °C for 15 s, 62 °C for 30 s, and 72 °C for 30 s, and ended with 72 °C for 3 min.

### Immunohistochemistry

Mice were euthanized by cervical dislocation under isoflurane anesthesia. Tissues were immediately collected and fixed in 10% buffered formalin for 24 hours. Afterwards, tissues were rinsed with 50% ethanol and embedded in paraffin blocks and sliced for 5 μm sections. Trichrome staining was performed according to the manufacturer’s instructions (#ab150686, Abcam).

### Assay of metabolites

Tail blood was collected with a Microvette CB300Z (SARSTEDT #16.440.100) for serum and Microvette CB300 K2E (SARSTEDT #16.444.100) was used for plasma. Glucose was measured with a glucose meter or colorimetric assays with PGO enzymes (Sigma #P7119) plus o-dianisidine (Sigma #F5803). Insulin was measured with an ELISA kit (Crystal Chem #90080).

### qPCR analysis

Total RNA was extracted with an RNeasy Mini Kit (Qiagen #74106) for pancreas or Trizol (Invitrogen #15596018) for kidney, liver, adipose tissue and other organ. cDNA was synthesized with iScript cDNA Synthesis Kit (Bio-Rad #170-8891). Quantitative real-time PCR (qPCR) was performed with the Powerup SYBR Green PCR Master Mix (Applied Biosystems # A25742) on Quantistudio 6 Flex Real-Time PCR System (Applied Biosystems # 4485694). Primer sequences for qPCR are listed in Table S2.

### Western blotting

Protein was extracted from kidney tissue by homogenization in PBS supplemented with 1 mM EDTA, 20 mM NaF, 2 mM Na_3_VO_4_, and protease inhibitor cocktail. 5× RIPA buffer was added to the homogenate for a final concentration of 10 mM Tris-HCl, 2 mM EDTA, 0.3% NP40, 0.3% deoxycholate, 0.1% SDS, and 140 mM NaCl, pH 7.4. The sample was centrifuged at 10,000 *g* for 5 minutes. 20–50 μg/lane of supernatant protein was separated by SDS-PAGE (NP0335BOX, Thermo Fisher) and transferred to nitrocellulose membrane. The blots were then incubated overnight at 4 °C with rabbit anti-mouse polyclonal PCK1 antibodies (ab70358, Abcam) in a 1% BSA TBST-blocking solution. Primary antibodies were detected using secondary antibodies labelled with infrared dyes emitting at 700 nm or 800 nm (1:5000, Li-Cor Bioscience 925-68073 and 926-32213, respectively) The Odyssey Infrared Imager was used to visualize Western blots with Li-Cor IRdye secondary antibodies.

### Systemic assays

For oral glucose tolerance test (OGTT), mice were fasted for 4–6 h and subjected to an oral gavage of dextrose (2 mg/g body weight). Tail blood was collected at 0, 15, 30, 60, and 120 min and prepared for serum and assayed for glucose and insulin. For insulin tolerance test (ITT), insulin (1.5 U/kg Humulin R; Eli Lilly, Indianapolis, IN, USA) was administered under fed condition. Serum glucose level was measured at 0, 15, 30, 60, and 120 minutes time points. Triglyceride tolerance test (TGTT) was initiated by oral gavage of 20% Intralipid (10 μl/g BDW, l141-100mL, Sigma), and serum was collected at 0, 1.5, 3, and 6 hr for triglyceride, NEFA and glycerol assay. Glucose, insulin and triglyceride levels were measured using Contour blood glucose monitor (9545 C, Bayer) or an oxidase-peroxidase assay (Sigma P7119), insulin ELISA (Crystal Chem, Elk Grove village, IL, USA, #90080) and Infinity Triglycerides Reagent (Thermo Fisher Scientific TR22421), respectively. Glycerol and NEFA were measured by free glycerol reagent (F6428, Sigma) and free fatty acid quantification kits (Wako Diagnostics-NEFA-HR2), respectively. Blood lactate level was measured by lactate plus (Nova Biomedical). For 3-hydroxybutyrate, glutamine, glycerol and alanine tolerance test, substrate was administrated (2.5 mg/g body weight) respectively by IP injection after overnight fasting. The pyruvate tolerance test (PTT) was performed by oral gavage of pyruvate (2.5 mg/g body weight) after overnight fasting. Etomoxir (20 mg/kg bodyweight) was given by intraperitoneal (IP) injection 30 minutes prior to the initiation of substrate administration.

### Mitochondrial respiration measurements

Kidney tissue oxygen consumption rate was determined using the Seahorse XFe24 Analyzer (Agilent) following the manufacturer-recommended BOFA (basal-oligomycin-FCCP-antimycin A/rotenone) protocol. Harvested kidneys were cut into half longitudinally, then punched out by 2 mm biopsy punch (33-31, Integra Miltex). Approximately 4 mg of kidney tissues were utilized for Seahorse measurements. For kidney specific adiponectin overexpressing kidney tissues, the assay buffer was composed of 1 mM pyruvate with XF base medium (102353-100, Agilent) instead of 1 mM pyruvate, 2 mM glutamine and 7 mM glucose. Ex vivo mitochondrial function was measured by utilizing 3–4 mg kidney tissue. For tissues, oligomycin (10 μM), FCCP (8 μM) and antimycin A (4 μM) plus rotenone (2 μM) were added during the assay. OCR and extracellular acidification rate (ECAR) were recorded through the Seahorse instrument. For determining the fatty acid utilization, palmitate (100 μM, 29558, Cayman) and etomoxir (40 μM, 11969, Cayman) were originally dissolved in the media.

### Triolein uptake assay

^3^H-triolein (#NET431001MC; PerkinElmer, Waltham, MA) was retro-orbitally intravenously injected (2 µCi per mouse in 100 µl of 5% intralipid) into mice after a 16 h fasting. Blood samples (0.15 ml) were then collected at 1, 2, 5, 10 and 15 min after injection. At 15 min following injection, mice were euthanized, blood samples were taken and selective tissues were harvested. Tissues were quickly excised, weighed and frozen in liquid nitrogen and stored at −80 °C until processing. Lipids were then extracted using a chloroform-to-methanol based extraction method^75^. The radioactivity content of tissues, including blood samples, was quantified by scintillation counter (Tri-Carb 2910 TR, PerkinElmer, Waltham, MA).

### Body composition analysis

The measurements of mouse whole-body composition including total water, total fat mass and lean mass were performed by the EchoMRI whole body composition analyser (Echo Medical Systems, Houston, Texas, USA).

### Unilateral nephrectomy

Removal of the right kidney was performed after tying the renal pedicle and ureter with a 6–0 nylon suture, followed by post operative analgesia. The weight of right kidney was measured as a control. The left kidney weight was measured and harvested 30 days after nephrectomy.

### Primary kidney cell isolation

Whole kidneys were collected and capsules were removed. The cortex of the kidney was sliced and minced into small pieces followed by the incubation in digestion buffer (HBSS, 0.1 mg/ml trypsin inhibitor T6522, Sigma, 1 mg/ml collagenase #C0130, Sigma) at 37 °C for 45 min. After digestion, the mixture was passed through 70-μm cell strainers and then centrifuged at 500x*g* for 5 min. Cell pellets were resuspend in DMEM containing 10%FBS and seeded in the cell culture dishes. After reaching confluency, kidney primary cells were passaged to appropriate dishes for the experiments.

### In vitro gluconeogenesis assays

Prior to each glucose production assay, cells were starved with DMEM containing no glucose, no pyruvate (A14430-01, Gibco) but supplemented with 5 mM HEPES and 10 nM Dexamethasone and penicillin / streptomycin (basal media) for 4 h. Kidney cells were seeded in a 96-well plate for this assay. For glucose production assays, the basal media was replaced with the basal media supplemented with 9 mM lactate, 1 mM pyruvate, 2 mM alanine, 2 mM glutamine, 50 μM palmitate, 10 μM forskolin and with or without 40 μM etomoxir. After 24-hour incubation, glucose level was measured by colorimetric assays with PGO enzymes (Sigma #P7119). Glucose production was normalized by the kidney cell protein content.

### RNA-seq

RNA-sequencing was performed by Novogene (Sacramento, CA, USA) by utilizing isolated RNA from the control kidney and adiponectin overexpressed kidney. After the QC procedures, mRNA from eukaryotic organisms is enriched from total RNA using oligo(dT) beads. For prokaryotic samples, rRNA is removed using a specialized kit that leaves the mRNA. The mRNA from either eukaryotic or prokaryotic sources is then fragmented randomly in a fragmentation buffer, followed by cDNA synthesis using random hexamers and reverse transcriptase. After first-strand synthesis, a custom second-strand synthesis buffer (Illumina) is added, with dNTPs, RNase H and Escherichia coli polymerase I to generate the second strand by nick-translation and AMPure XP beads are used to purify the cDNA. The final cDNA library is ready after a round of purification, terminal repair, A-tailing, ligation of sequencing adapters, size selection and PCR enrichment. Library concentration was first quantified using a Qubit 2.0 fluorometer (Life Technologies), and then diluted to 1 ng/ml before checking the insert size on an Agilent 2100 and quantifying to greater accuracy by quantitative PCR (Q-PCR) (library activity >2 nM). Libraries are fed into Novaseq6000 machines according to activity and expected data volume.

### Oral [U-^13^C_3_] Pyruvate Tolerance Test

Control and KSPAPN mice were used for metabolic tracing after 1.5 months of HFD and dox600 feeding. Overnight fasted mice were gavaged with 2.5 mg/g of a 40% [U-^13^C_3_] Pyruvate solution. Blood glucose and lactate were monitored at 0, 15 and 30 minutes post gavage. At the 30-minute time point, mice were anesthetized using isoflurane and blood, liver and kidney tissues were harvested and immediately snap frozen in liquid nitrogen.

### Metabolite sample preparation for GC-MS

Blood glucose enrichment analysis was conducted as described previously^76^. Briefly, 25 μL of plasma was deproteinized using an excess of cold acetone (12:1 v/v), vortexed, centrifuged (4 °C, 21000×g, 10 min) and supernatant decanted. The procedure was repeated with 25 μL of MiliQ H_2_O. Supernatants were combined and dried under air. Glucose was converted to aldonitrile pentapropionate (ALDO) by adding 50 μL of 2% hydroxylamine hydrochloride and incubating at 90 °C for 60 min. Next, 100 μL of propionic anhydride was added, and samples were incubated at 60 °C for 30 min. The solvent was evaporated under air, and the samples were dissolved in 100 μL of ethyl acetate, centrifuged (4 °C, 21000×g, 10 min) and transferred into GC vials containing a glass insert.

Tissue samples (~40–60 mg) were homogenized with 600 μl of ice-cold 80% MeOH and 20 μL of a norleucine standard. Samples were incubated for 10 minutes on ice and then centrifuged (4 °C, 21000×g, 15 min). The supernatant was transferred and dried under N_2_(g). Next, 50 μL of 1% metoxylamine hydrochloride in pyridine was added to the samples and incubated for 90 min at 37 °C. Then, 80 μL of a silylation reagent, MTBSTFA, was added and samples were incubated at 60 °C for 60 min. The derivatives were transferred into GC vials containing a glass insert and analyzed in SIM mode.

### Metabolite enrichment analysis and semi-quantitative analysis using GC-MS

Metabolite analysis was performed using an Agilent 7890-A GC-MS system equipped with an HP-5ms column (30 m × 0.25 mm I.D., 0.25 μm film thickness; Agilent J&W) combined with an Agilent 5975-C mass spectrometer (70 eV, electron ionization source). For all samples, a 1 μL injection volume was used and split mode was adjusted for optimal signal-to-noise ratio. For analysis of the ALDO derivative, the following temperature gradient was used: 80 °C for 1 min, ramped at 20 °C/min to 280 °C, held for 4 min and ramped at 40 °C/min to 325 °C. After a 5 min solvent delay, MS data collection was initiated and scan range was set to 170–380 *m/z*. For analysis of organic acid enrichment, the following temperature gradient was used: 120 °C for 2 min, increased 6 °C/min to 210 °C, increased at 25 °C/min to 250 °C and held for 1 min, and finally increased by 25 °C/min to 275 °C and held for 7 min. After a 3.9 min solvent delay, MS data collection was initiated. SIM ranges were as follows: pyruvate (174.1–178.1 *m/z*), lactate (261.1–265.1 *m/z*), alanine (260.1-264.1 *m/z*), norleucine (200.1 *m/z*), succinate (289.1–294.1 *m/z*), fumarate (287.2–292.2 *m/z*), α-ketoglutarate (AKG, 346.2–352.2 *m/z*), malate (419.2–424.2 *m/z*), aspartate (418.2-423.2 *m/z*), glutamate (432.3-437.3 *m/z*), phosphoenolpyruvate (PEP, 453.3-458.3 *m/z*), citrate (431.2-438.2 m/z) and 459.2–466.2, and 3-phosphoglycerate(3PG, 585.4-590.4 *m/z*). Metabolite signal areas were integrated using MassHunter software. For semi-quantitative analysis, metabolite signal areas (consisting of the sum of all isotopologue abundances) were normalized to the area of internal standard (norleucine) divided by tissue weight used for analysis. All mass isotopomer distributions (MIDs) were corrected for natural abundance in INCA software^77^, based on the theoretical isotopic distributions of individual chemical fragment formulas.

### Relative metabolite contribution estimations

Labelling of a metabolite in the blood or tissue resulting from ^13^C isotope-tracer was expressed by calculating atom percent excess (APE):

1 $${{APE}}_{{Metabolite}}=\mathop{\sum }\limits_{i=1}^{n}\frac{{M}_{i}\times i}{n}$$

where *i* iterates the number of possible ^13^C-labeled carbons in the metabolite, *n* is the total number of potentially labeled carbons in the metabolite, and *M*_*i*_ is the fractional abundance of the *i*th isotopologue.

The fractional contribution (FC) of [U-^13^C_3_]pyruvate tracer to tissue and blood metabolites (*FC*_*Metabolite ← Pyruvate*_) was determined by dividing their respective APE:^78^

2 $${{FC}}_{{Metabolite}\leftarrow {Pyruvate}}=\frac{{{APE}}_{{Metabolite}}}{{{APE}}_{{Blood}{Pyruvate}}}$$

An index of the total blood glucose originating from various sources was calculated as the FC multiplied by the concentration of the product metabolite concentration (i.e. blood lactate or blood glucose). Contributions of pyruvate to glucose were as follows:

Blood glucose from gavaged pyruvate tracer:

3 $${{FC}}_{{Blood}{Glucose}\leftarrow {Gavaged}{Pyruvate}{Tracer}}=\frac{{{APE}}_{{Blood}{Glucose} \, C4-C6}}{{{APE}}_{{Pyruvate}{Tracer}}}\\ \times {Blood}\,{Glucose}\left[\frac{{mg}}{{dL}}\right]$$

Blood glucose from all (endogenous and gavaged) pyruvate associated gluconeogenesis:

4 $${{FC}}_{{Blood}{Glucose}\leftarrow {Blood}{Pyruvate}}=\frac{{{APE}}_{{Blood}{Glucose} \, C4-C6}}{{{APE}}_{{Blood}{Pyruvate}}}\times {Blood}\,{Glucose}\left[\frac{{mg}}{{dL}}\right]$$

Blood glucose from non-pyruvate associated gluconeogenesis:

5 $${{FC}}_{{Blood}{Glucose}\leftarrow {Non}-{Pyruvate}}=1-{{FC}}_{{Blood}{Glucose}\leftarrow {Blood}{Pyruvate}}$$

### Kidney perfusions

Mice were anesthetized with 2% isoflurane in 95% oxygen/5%carbondioxide air gas. A midline incision to the peritoneal cavity was made, and the major abdominal blood vessels were exposed. Two tied ligatures were placed around the celiac artery and mesenteric artery. One ligature was placed around inferior vena cava at the position right below right renal vein junction, into which heparin (100 units per mouse) was injected. After that, a ligature was placed at the proximal end of the aorta right below the mesenteric artery junction. An open ligature was placed around the aorta right above the celiac artery and tied off after an 18 G blunt end needle was installed for buffer infusion. The perfusion pressure was maintained below 80 mm of mercury at the rate 0.8-1 ml per minute. The buffer temperature was adjusted around 37 °C by an in-line heater (Warner Instrument). Basic composition of the buffer is as follows (mM). NaCl, 129; Hepes, 20; KCl, 4.8; Bicarbonate, 5; CaCl_2_, 2.4; MgSO_4_, 1; KH_2_PO_4_, 1; no glucose; pyruvate, 40; BSA, 0.65%; Dextran, 3.6%. The perfusates were collected at 10-min intervals for 100 min. Glucose levels in perfusates were measured by colorimetric assays with PGO enzymes (Sigma #P7119).

### RNAscope

RNAscope multiplex fluorescent assays were performed by the UT Southwestern Metabolic Phenotyping Core to detect the transcripts for our genes of interest in fixed frozen section of kidneys. Slides were pretreated following the manufacturer’s instructions (Advanced Cell Diagnostics, Inc (ACD), California). After boiling slides in a Target Retrieval solution, slides were rinsed in distilled water and dehydrated in 100% ethanol. Tissue was enzymatically digested at 40 °C for 15 mins. Hybridization itself was performed following the recommended ACD procedure and reagents from the RNAscope® multiplex Detection Kit V2 (cat# 323110). The probe (Mm-Adipoq-O2-C1 cat# 1244281) were applied at 40 °C for 2hrs. Amplification steps were done following the manufacturer’s instructions using Opal dyes 520 and 570. Slides were counterstained with DAPI before applying mounting medium (ProLong™ Gold Antifade Cat# P36930) and a coverslip over the tissue section.

### Bioinformatic analysis

Differential expression of genes between control and KSPAPN were analyzed by using genes with an fpkm of ≥0 in all samples. To generate a heatmap, significantly changed protein coding genes were extracted from the original fpkm expression data. Hierarchical clustering was performed after normalization based on Z-score by Morpheus (https://software.broadinstitute.org/morpheus/). The scatter plot and volcano plot were generated by GraphPad Prism (GraphPad, San Diego, Calif., USA).

### Single cell RNA sequencing of P0 and adult mice

Single cell RNA sequencing was performed in the Dr. Susztak laboratory. One-day-old wild type mouse neonate and adult mouse (C57BL/6) kidneys were harvested and minced into 1 mm^3^ pieces and incubated with digestion solution containing Enzyme D, Enzyme R, and Enzyme A from the Multi Tissue Dissociation Kit 1 (Miltenyi, 130-110-201) at 37 °C for 15 min with agitation. The reaction was deactivated by adding FBS to 10%, then the solution was passed through a 40 μm cell strainer. After centrifugation at 500 × *g* for 5 min, the cell pellet was incubated with 500 μL of RBC lysis buffer on ice for 3 min. We centrifuged the cells at 500 × *g* for 5 min at 4 °C and resuspended the cells in 1X PBS for further steps. Cell number and viability were analyzed using Countess AutoCounter (Invitrogen, C10227). The cell concentration was 2.2 million cells/mL with 92% viability. Ten thousand cells were loaded into the Chromium Controller (10X Genomics, PN-120223) on a Chromium Single Cell B Chip (10X Genomics, PN-120262), and processed to generate single cell gel beads in the emulsion (GEM) according to the manufacturer’s protocol (10X Genomics, CG000183). The library was generated using the Chromium Single Cell 3′ Reagent Kits v3 (10X Genomics, PN-1000092) and Chromium i7 Multiplex Kit (10X Genomics, PN-120262) according to the manufacturer’s manual. Quality control for constructed library was performed with the Agilent Bioanalyzer High Sensitivity DNA Kit (Agilent Technologies, 5067-4626) for qualitative analysis. Quantification analysis was performed with the Illumina Library Quantification Kit (KAPA Biosystems, KK4824). The library was sequenced on an Illumina HiSeq 4000 system with 2 × 150 paired-end kits using the following read length: 28 bp Read1 for cell barcode and UMI, 8 bp I7 index for sample index and 91 bp Read2 for transcript.

### Bulk ATAC sequencing

#### Nuclei preparation

Bulk ATAC sequencing was performed in Susztak laboratory with previously published methods^79,80^. Kidneys were minced and lysed in 5 mL lysis buffer (10 mM Tris HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% Nonidet^TM^ P40 Substitute in nuclease-free water) for 15 min. The reaction was then blocked by adding 10 mL 1× PBS into each tube, and solution was passed through a 40 μm cell strainer. The nuclei were centrifuged down at 500×*g* at 4 °C, resuspended in the resuspension buffer (10 mM pH = 7.5 Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_). Nuclei numbers were estimated with Countess AutoCounter (Invitrogen, C10227).

#### Transposition

Fifty thousand nuclei/sample were tagmented with Tagment DNA TDE1 Enzyme and Buffer Kit (Illumina, 20034198) in 50 μL reaction volume of transposition buffer (25 μL 2× TD buffer (Tagment DNA Buffer), 2.5 μL Tn5 transposase (Tagment DNA Enzyme 1), 0.5 μL 10% Tween-20, 0.5 μL 1% Digitonin, 16.5 μL 1× PBS, 5 μL nuclease-free water). The reaction was carried out at 37 °C for 30 min in a thermomixer.

#### DNA purification and library construction

Isolated DNA was purified with the MinElute Reaction Cleanup Kit (Qiagen, 28204) by following the manufacturer’s manual. The purified DNA was finally eluted in 10 μL elution buffer. The DNA was then amplified by NebNext High-Fidelity 2× PCR Master Mix (NEB, M0541S) and quantified by qPCR to make libraries. The libraries were purified with AMPure XP beads (Beckman Coulter, A63880). Quality control for constructed library was performed with the Agilent Bioanalyzer High Sensitivity DNA kit. Libraries were submitted to 150 bp PE sequencing with Illumina HiSeq 3000 system.

### Amino acid measurements

Plasma amino acids profiling was performed at the UTSW Metabolic Phenotyping Core. Plasma samples were collected from 47-week-old male mice housed at room temperature under *ad libitum* conditions. Plasma samples were thawed on ice. One microliter of EDTA free protease inhibitors cocktail was added to 100 µL of plasma (1 tablet of cOmplete^TM^ EDTA-free protease Inhibitor Cocktail, (Cat# 5056489001 Millipore-Sigma, Bedford, MA), was dissolved in 1 mL of saline solution). Samples were processed and analyzed in a CLAM 2030 fully automated sample preparation module for LCMS coupled to a Nexera X2 UHPLC system and an LCMS-8060 triple quadrupole mass spectrometer (Shimadzu Scientific Instruments, Columbia, MD). The sample preparation sequence was programmed as follows: addition of 60 µL of MeOH onto CLAM 2030 filtration vial; addition of 10 µL of sample; addition of 10 µL of internal standard cocktail; vortexing for 90 seconds at 1,900 rpm; addition of 50 µL of MeOH; vortexing for 60 seconds at 1,900 rpm, filtration for 70 seconds. The sample collected into the collection vial was then automatically injected for LC/MS/MS analysis (1 µL injection). Free amino acids were analyzed using the mass spectrometry parameters and chromatographic conditions described in the Shimadzu LC/MS/MS Method Package for Cell Culture Profiling. The method was edited to include stable isotope labeled free amino acids internal standards SRM transitions. LabSolutions V 5.82 and LabSolutions Insight V 2.0 program packages were used for free ammino acids mass spectrometry data processing (Shimadzu Scientific Instruments)^81^.

### Renal gene expression analysis in clinical samples

The whole transcriptome data of human kidney biopsy samples from chronic kidney disease patients were obtained from the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/). Kidney biopsy samples were obtained from the European Renal cDNA Bank (ERCB) cohort and microarray analysis was performed by Grayson et al. ^82^. (GSE104954-GPL22945). The GSE104954-GPL22945 Data set includes 7 diabetic nephropathy, 7 Focal segmental glomerulosclerosis, 4 minimal change, 21 ANCA-associated vasculitis, 3 tumor nephrectomy and 18 unannotated samples.

### Mass Spectrometry (MS) Imaging. MALDI TOF Lipids Imaging

Kidney tissues from control, KSPAPN and KSPAKO after 2 weeks of high fat diet (HFD) containing doxycycline 600 mg/kg (dox600) were harvested and frozen in the vapor of liquid nitrogen. Frozen kidney tissues were sectioned at 10 μm on a Leica CM3050 S Cryostat (Leica Microsystems) at object temperature of −20 °C and chamber temperature of −20 °C. Sections were thaw-mounted onto indium tin oxide coated glass slides (Millipore-Sigma, 578274) and stored at −80 °C until analysis. 9-aminoacridine (9-AA) was used as a MALDI matrix and was applied using an automated matrix vapor deposition system iMLayer™ (Shimadzu Corporation, Kyoto, Japan) using a sublimation method at a matrix film thickness of 0.9 µm.

An iMScope™ QT MALDI Q-TOF mass spectrometer (Shimadzu Corporation) equipped with an optical microscope and an Nd:YAG laser was used for acquiring mass spectrometry imaging (MSI) data. MALDI MS spectra were acquired in the *m/z* range of *m/z* 500 to 1,000 in the negative ion mode. The scanning pitch was set to 25 μm using the instrumental settings for the laser diameter setting value of 2 and the laser intensity setting values of 74. The other parameters were set as follows: sample voltage, 3.70 kV; detector voltage, 2.50 kV; number of laser shots, 125; laser repetition rate, 5000 Hz. Optical and MSI data were processed by IMAGEREVEAL™ MS software (Shimadzu Corporation). 3 pairs of control and KSPAKO kidneys were prepared. 3 regions of interest in each cortex, medulla and cortex medulla transition area were selected. In total, 9 regions in each kidney structure were quantified for analysis. Putative identification of lipids was performed (*m/z*, 5 ppm tolerance) via cross-referencing with the LIPID MAPS database (The LIPID MAPS® Lipidomics Gateway, https://www.lipidmaps.org/) using IMAGEREVEAL^TM^ software. *m/z* values matching multiple lipid IDs, were removed for the calculation of heatmap (Fig. 7I). The heatmap includes the species that exhibited p value < 0.10 (Control vs KSPAKO in transition area). Multiple lipid candidates were listed when several IDs were matched with the same *m/z* values (Fig. 7J and Fig. 7K).

### Statistical analysis

All data were expressed as mean ± SEM. Differences between two groups were examined for statistical significance by the Student’s t-test. One-way Analysis of variance test (ANOVA) with Tukey’s test or 2way ANOVA with a two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli (BKY) by controlling the False Discovery Rate (<0.05) using Prism software (GraphPad, San Diego, Calif., USA) was applied to the multiple comparisons. *P* value or adjusted P value < 0.05 denoted the presence of a statistically significant difference. Specific statistics used in each figure are described in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

All data supporting the findings of this study are available within the article and its supplementary materials, including Source Data. Source data are provided with this paper. RNA sequencing data are available at NCBI GEO under the accession code (GSE242095). Raw Imaging mass spectrometry data is available in METASPACE:(https://metaspace2020.eu/project/kidney_adipoq_ko) (https://metaspace2020.eu/project/kidney_adipoq_oe). Source data are provided with this paper.

# Supplementary material for: Endogenous renal adiponectin drives gluconeogenesis through enhancing pyruvate and fatty acid utilization
**Source:** Nat Commun. 2023 Oct 17;14:6531. doi: 10.1038/s41467-023-42188-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

Title: Supplementary Data 1

Description: We semi-quantitatively analyzed lipid species distribution considering 17117 lipid ID species at 25  $\mu\text{m}$  spatial resolution through the entire kidney section by IMAGEREVEAL™ MS software (Shimadzu Corporation).

We selected 3 areas of cortex, transition and medulla in each section based on the anatomical structure and compared "3 Control vs 3 KSPAPN" and "3 Control vs 3 KSPAKO".

How the deposited data were processed for this re-analysis (not part of the article)

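RNA from whole kidneys of KsprtTA mice (Control) and KSPAPN mice was sequenced in 6 libraries, 3 per group, each a pool of 3 mice fed doxycycline at 600 mg/kg chow for 4 days. The authors enriched mRNA with oligo(dT) beads and deposited a table with raw read counts per gene and FPKM for each library. The counts are whole numbers without normalization. The deposited FPKM are scaled by gene length and library size, and the authors do not state the library total used. Relative to Control replicate 1, the library factor implied by genes with at least 100 counts was 0.936, 0.948, 1.26, 0.986 and 1.12 in the other 5 libraries. The total counts were 0.984, 0.944, 1.15, 0.997 and 1.09 times that of Control replicate 1, and DESeq2's size factors 0.932, 0.946, 1.24, 0.980 and 1.12 times. The aligner, the counting program, the genome build, the annotation and the strandedness are not given in the sources used here.

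Every one of the 6 libraries was assigned to its group by its label, and *Adipoq* was checked as the overexpressed gene. Symbols, biotypes and coordinates came from GENCODE M21 (GRCm38) by Ensembl identifier. Counts on genes were between 17183358 and 20871173 per library, and 29418 genes had a count in any library. Reads have no molecular identifiers, so intervals from counts cover counting error only. The main analysis used edgeR 4.0.16 in R 4.3.3, with TMM normalization, its filter on low counts (minimum count 10, minimum total 15), the quasi-likelihood test, two-sided, and Benjamini-Hochberg adjustment over all 16017 genes tested. The common dispersion was 0.0225. Standard errors of edgeR fold changes are the size of the log2 fold change divided by the square root of the test's F statistic. Genes tested held at least 99.8% of the counts of every library. Protein-coding genes were counted after the fit, and with genes of every biotype 63 were higher and 361 were lower at an adjusted p under 0.05. The median log2 fold change of all genes tested was 0.012, and 0.081 when only total counts were used.

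Sets of genes were compared with camera from limma 3.58.1, with fry and with camera at an estimated correlation. Groups were compared for single measures with two-sided exact permutation tests over the 20 arrangements of the libraries, where no p is under 0.1. Tables were handled with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. Genes are named in the text where Fig. 2 names or labels them, where they belong to a list fixed before the data were examined, or where they are among the 5 in each direction with the largest log2 fold change at an adjusted p under 0.05, a mean FPKM of at least 1 and no overlap between groups. Values of genes at the top of the paper's source data had been seen when this rule was written. Genes named outside it were chosen after their values were seen and are said to be.

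Alternatives set before the data were examined were DESeq2 1.42.0, edgeR with RLE factors or with total counts only, no filter on low counts, limma on log2 FPKM with pseudocounts of 1, 0.1 and 0.01, normalization without mitochondrially encoded genes and *Adipoq*, replicate number as a block, each library left out in turn, and the test on FPKM that the legend of Fig. 2 names. A correction for GC content and gene length was chosen after seeing the data. In it, a trend against both (natural splines with 5 degrees of freedom, fitted on genes with a mean log2 CPM above 3) was removed from each library. The longest transcript of each gene gave both measures.

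The lists of genes reported here were the 9 genes of Fig. 2F and those of Fig. 2C to E, Fig. 3Q, S and T, the 13 mitochondrially encoded genes, nuclear genes of oxidative phosphorylation, fatty acid oxidation genes, genes higher in male and in female mouse kidney, gluconeogenic pathway enzymes, markers of adipocytes, hepatocytes, proximal tubule, medulla and distal nephron and glomeruli, tubular injury genes, endoplasmic reticulum stress genes, clock genes, Y-linked genes, adiponectin receptors and ribosomal protein genes. One further list was tested and is not reported here. A list of PPARA target genes was added after the values of the fatty acid oxidation genes were seen.

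The methods were tested on simulated counts of 16017 genes in 3 libraries against 3. In these, 200 genes were changed and a further list of 30 genes was shifted by 0.5 on the log2 scale. Recovery was counted over the 200. edgeR recovered 86.5% of the changed genes and 94.6% of those changed 4-fold, and 4.90% of its calls were false. DESeq2 recovered 84.5%, edgeR with a block 85.5% and limma on log2(CPM + 1) 85.0%. The limma fits on log2 FPKM were not simulated. With a simulated trend against GC content, 51.2% of the calls of edgeR were false, and 5.97% after the correction. That trend was the same in every KSPAPN library, whereas the trend in the data differed within groups. For a list of 30 genes shifted by 0.5 on the log2 scale, p was 2.14e-39 with camera's preset correlation, 1.17e-04 with an estimated one and 3.06e-06 with fry. For a list without a shift it was 0.791, 0.779 and 0.483. Genes were simulated independently, so these values do not cover lists of genes that vary together.

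The experiments of the paper other than these 6 libraries were not analysed here. Raw reads were not used here, so mapping, multiple matches and the transgene's own sequence were not examined.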

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

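The corrections, matched lists, comparison of nephron markers and PPARA targets in this part, and the count of other splits, are tests chosen only after the result was seen. The lists themselves, the tests of pools of different sex and of lower androgen-dependent expression were set earlier. Genes of the matched lists were drawn singly, so the share of matched lists does not measure chance for genes that vary together.

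Nuclear genes of oxidative phosphorylation, which the paper does not discuss for these libraries, were lower in KSPAPN than in Control. The median log2 fold change of the 90 genes was -0.27, with 86 lower, 55 lower at an unadjusted p under 0.05 and 11 at an adjusted p under 0.05 from edgeR (50 when adjusted over the list alone). Camera with its preset correlation gave p = 2.37e-22 (adjusted over 5 lists 1.18e-21), and fry 2.22e-05. The preset p may be too small for genes that vary together. With camera at the preset correlation, the smallest p in another split of the 6 libraries into 3 and 3 was 1.23e-07. Each other split still holds part of a difference between the groups, so that p may reflect either. Only the real split, 1 of 10, gave a p as small, the lowest share that 10 splits allow, so this count cannot exclude chance and is not evidence for it. The values argue against GC content and gene length as the whole cause. After the correction for both, the median was -0.15 (p by fry 0.00161), with 74 of 90 lower. Of these, 4 rather than 11 were lower at an adjusted p under 0.05 from edgeR. Of 1000 lists matched on GC content, length and expression, 0 were as low. The matched lists had a median of -0.12, so these trends may account for part of the decrease. Normalization already adjusts for library size and for a few genes taking many counts. What it left of either would shift all genes alike, and 0 of 1000 matched lists were as low. This argues against such a remainder as the whole cause. With total counts only, the median of the list was -0.20 and that of all genes tested 0.081. A lower share of proximal tubule RNA alone would raise the markers of the other parts of the nephron alike. Of 11 medullary and distal markers, 4 were lower and 1 higher at an unadjusted p under 0.05, and their median was 0.0094. *Slc12a1* and *Aqp3*, near the extremes of the 11, moved apart by 0.84 on the log2 scale (standard error 0.17). This pair was picked after the result was seen, so its difference cannot decide the question. Of 12 proximal tubule markers, 10 were lower, with a median of -0.24 close to that of the list. All 6 of 6 glomerular markers were higher, with a median of 0.32. A lower share of proximal tubule RNA and lower expression of proximal tubule genes together both stay open. The library batches are not given in the sources used here, and a batch that follows the groups was not tested. An effect of the transgene is among the explanations that stay open.

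Fatty acid oxidation genes were lower in KSPAPN as well, in libraries for which the paper does not report them. The median of the 24 genes was -0.26, with 23 lower, 12 at an unadjusted and 3 at an adjusted p under 0.05 from edgeR (11 when adjusted over the list alone). These 3 were *Acaa1b* (-1.02, standard error 0.12, FPKM 137 ± 20.9 and 67.7 ± 6.09, SD), *Acadm* (-0.72, standard error 0.13) and *Echs1* (-0.47, standard error 0.082). Without Control replicate 1, *Acadm* was at -0.77 and *Echs1* at -0.44, with adjusted p of 0.0801 and 0.107 from edgeR. Camera's p was 1.44e-08 with the preset correlation (adjusted 2.40e-08), fry's was 0.00853 (adjusted 0.0213), and with an estimated correlation it was 0.0521. The smallest preset p in another split was 2.17e-07, and only the real split, 1 of 10, gave one as small, which as the lowest share that 10 splits allow cannot exclude chance by itself. After the correction for GC content and length the median was -0.16 (20 of 24 lower, p by fry 0.0177), and 2 of 1000 matched lists were as low, which argues against these trends as the whole cause. What normalization left of library size and of a few abundant genes would shift all genes alike, and the same 2 of 1000 argue against it as the whole cause. With total counts only, the median of the list was -0.19. The difference of 0.84 between *Slc12a1* and *Aqp3*, a pair picked after the result was seen, cannot decide on a lower share of proximal tubule RNA here either. The median of the proximal tubule markers, -0.24, was close to that of this list. Such a share and lower expression of proximal tubule genes together both stay open. A candidate explanation is lower activity of PPARA: of 11 of its target genes outside the list, 10 were lower, with a median of -0.24, but the list was written after the result was seen and the transcripts measure no activity. The 16 PPARA targets tested had a median of -0.25 (p by fry 0.0243, camera with an estimated correlation p = 0.0868). Transcripts do not measure oxidation, which the paper measured in other experiments. Batches that follow the groups stay untested.

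Genes that are higher in male than in female mouse kidney were lower in KSPAPN, and the paper does not discuss them. Before the list was written, 3 of its genes (*Kap*, *Slc22a26* and *Cyp4a12b*) had been seen lower in the paper's source data. All 16 genes were lower, with a median of -0.63, 10 at an unadjusted and 6 at an adjusted p under 0.05 from edgeR (10 when adjusted over the list alone). *Cyp7b1* fell from 68.3 ± 19.9 to 16.0 ± 4.47 FPKM (SD, n = 3 libraries), a log2 fold change of -2.10 (standard error 0.23). Camera's p was 1.77e-10 with the preset correlation (adjusted 4.42e-10), fry's was 0.036 (adjusted 0.06) and with an estimated correlation it was 0.0985. The smallest preset p in another split was 1.02e-09, and only the real split, 1 of 10, gave one as small, which as the lowest share that 10 splits allow cannot exclude chance by itself. The median without KSPAPN replicate 1 was -0.43. Pools of different sex are argued against by *Xist*, with at most 10 counts in a library, and by 4 Y-linked genes, all higher in KSPAPN with a median of 0.28. Lower androgen-dependent expression would raise genes that androgen lowers. The genes that are higher in female kidney fell too, with a median of -0.86 and 6 of 6 lower, 1 at an adjusted p under 0.05 from edgeR. Whether androgen lowers these genes was not tested, so their fall cannot decide the question. *Cyp4a14*, at -2.56 (standard error 0.32), is in that list and among the PPARA targets. After the correction for GC content and length the median was -0.69, and 0 of 1000 matched lists were as low, against these trends as the cause. The same 0 of 1000 argue against what normalization left of library size and of a few abundant genes, which would shift all genes alike. With total counts only, the median was -0.57. Reads shared within the *Cyp4a* and *Slc22a* families were not tested. All genes of the list outside these families fell too, among them *Cyp7b1*, *Slc7a13* (-1.46, standard error 0.28), *Cyp2e1* (-0.82, standard error 0.18) and *Odc1* (-0.38, standard error 0.14). Of these genes, *Cyp2j13* and *Acsm3* fell by less than their standard errors. The decreases outside the families argue against shared reads as the whole cause. Strain variants near the transgene were not tested. These, lower androgen-dependent expression and an effect of adiponectin stay open.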

How the results depend on the processing

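The correction for GC content and gene length was chosen after seeing the data, and the other alternatives were set earlier. The next counts are of the single genes run under the alternatives, apart from *Adipoq* and *Pck1*, which are given separately. The direction changed in 16 results, in the 6 genes given at the end of this part. Of the other results, 532 kept their direction and their side of an adjusted p of 0.05, 53 fell short of it and 7 passed it. *Adipoq* stayed between 9.56 (log2(FPKM + 1)) and 14.16 (log2(FPKM + 0.01)) under the alternatives run on single genes, with an adjusted p under 0.05 in each. The legend's test on FPKM was run for the counts of genes and not for single genes.

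Counts of protein-coding genes at an adjusted p under 0.05 (62 higher, 341 lower) changed most. They were 176 and 705 with DESeq2, 283 and 947 without a filter on low counts, and 9 and 99, 10 and 97, and 7 and 85 with limma on log2 FPKM with pseudocounts of 1, 0.1 and 0.01. With total counts only 70 were higher and 185 lower, with the correction for GC content and length 96 and 279, and with the legend's test on FPKM 1 and 3. RLE factors gave 63 and 328. With each library left out they ranged from 5 to 151 higher and from 33 to 550 lower. By library, 5 and 33 were left without Control replicate 1, 9 and 106 without Control replicate 2, 38 and 250 without Control replicate 3, 151 and 550 without KSPAPN replicate 1, 33 and 231 without KSPAPN replicate 2, and 5 and 56 without KSPAPN replicate 3. Leaving out a library also leaves fewer samples. Of the 403 genes, 399 were shared with DESeq2, 241 with the correction, 235 with total counts only, 108 with limma on log2(FPKM + 1) and 38 without Control replicate 1. Higher genes were 15.4% of these calls, 27.5% with total counts only and 25.6% with the correction. Apart from fewer samples or genes tested, the cause was not tested.

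At an unadjusted p under 0.05, the 1129 higher genes became 1947 with total counts only and 611 to 1432 with a library left out (611 without Control replicate 1). The 1643 lower genes stayed between 1110 and 2047 under the alternatives. The 64 genes at least 2-fold higher became 139 without a filter, 5 and 28 with limma at pseudocounts of 1 and 0.1, 101 with the legend's test, and 59 to 143 with a library left out (143 without Control replicate 3). The 192 genes at least 2-fold lower became 82 with limma at a pseudocount of 1, and 166 to 227 with a library left out. A larger pseudocount lowers folds by construction, and for the rest the cause was not tested. Among other splits of the libraries into 3 and 3, none had a gene at an adjusted p under 0.05 in edgeR, the largest count in 1 direction was 893 at an unadjusted p under 0.05, and for genes at least 2-fold apart it was 90. The real split was the only 1 of 10 as large for 5 of these 6 counts, and 2 of 10 were as large for genes at least 2-fold higher. As 1 of 10 is the lowest share that 10 splits allow, this count cannot exclude chance by itself. Every other split also still holds part of any difference between the groups.

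*Pck1* had a log2 fold change of 1.00 with limma on log2 FPKM at each pseudocount, where its adjusted p was 0.0782 to 0.0797, and 0.86 to 1.22 with a library left out. Over the alternatives run on single genes its adjusted p ranged from 2.16e-17 without a filter to 0.133 without Control replicate 1, and it was above 0.05 without Control replicate 1 (0.86), Control replicate 2 (0.90) and KSPAPN replicate 3 (0.96). Its place among protein-coding genes in Control was 13 by CPM without gene length, 23 among all biotypes, and 16, 18 and 23 without Control replicates 1, 2 and 3. Of the 10 genes with the largest log2 fold changes 0 were mitochondrially encoded, against 7 of the 10 most abundant and 7 by difference of mean FPKM.

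The median of the 13 mitochondrially encoded genes was 0.048 to 0.43 with a library left out. Camera's p was under 0.05 without Control replicate 2 (median 0.32, p at the preset correlation 0.0119) and KSPAPN replicate 1 (median 0.43, p 1.71e-04), and 0.999 without Control replicate 1 (0.10). The median of the genes of Fig. 2F was -0.0084 to 0.26, being below 0 without Control replicate 1. Of the 10 splits, the real one included, 7 had a camera p as small as the real one for the mitochondrial genes and 4 for the genes of Fig. 2F, so chance cannot be excluded for either. Medians of the nuclear oxidative phosphorylation, fatty acid oxidation and male-higher genes were below 0 under every alternative. With a correlation estimated from the data, p was above 0.05 for the fatty acid oxidation genes (-0.26, p = 0.0521) and the male-higher genes (-0.63, p = 0.0985). With a library left out they ranged from -0.30 to -0.26, from -0.30 to -0.21 and from -0.77 to -0.43.

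Directions changed for genes with small differences. With a library left out, *mt-Co1* ranged from -0.020 to 0.26, *Gpd2* from -0.036 to 0.26, *Pck2* from -0.095 to 0.37, *Fbp2* from -0.14 to 0.21, *Atf4* from -0.14 to 0.11 and *Fbp1* from -0.14 to 0.0027. *Atf4* was at 0.044 with total counts only and 0.13 with the correction for GC content and length, and *Fbp1* at 0.0052 and 0.10. The cause was not tested beyond the shift of all genes by total counts.

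Libraries of the 2 groups share replicate numbers. After removal of the group means, r across genes between libraries of the same number was 0.0481, 0.200 and 0.192, so that they share only a number for replicate 1 and a weak relation for the others. With the number as a block, 220 genes were higher and 676 lower at an adjusted p under 0.05, *Pck1* was at 1.01, and the mitochondrially encoded genes at 0.19 (camera's p 0.0262).

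Depth limits the genes with few reads. The 3 Control libraries held 4 reads on *Adipoq* together, so its fold in KSPAPN is uncertain between 6097 and 57295. Genes below the filter hold at most 0.2% of the counts, and they were not tested in the main analysis.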

Differences from the paper's values

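The paper's rank of *Pck1* among the genes expressed in controls is 13, and here it was 20 by mean FPKM of the protein-coding genes. Among the alternatives set before the data were examined, the rank was 13 by CPM without gene length, 16 without Control replicate 1 and 18 without Control replicate 2, each within 1.5 times the paper's. It was 23 among all biotypes and 23 without Control replicate 3, which are not.

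The paper describes the genes of Fig. 2C as those raised most by adiponectin. Here these 10 genes were the most abundant in both groups. Of the 10, 8 were higher in KSPAPN and *Kap* (-0.32) and *Fth1* (-0.28) were lower, none at an adjusted p under 0.05 from edgeR or DESeq2 (1, *Fth1*, at an unadjusted p under 0.05 from edgeR). By log2 fold change 0 of the first 10 genes were mitochondrially encoded. By difference of mean FPKM 7 were, the number that the paper gives.

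The paper states that gluconeogenesis-related genes rose. Of the 9 genes of Fig. 2F, 6 were higher, as *Pck1* was at 0.99 and *Pcx* at 0.30, and *G6pc* (-0.52), *Fbp1* (-0.066) and *Atf4* (-0.025) were lower. *Pck1* alone was past an adjusted p of 0.05 in edgeR and in DESeq2. With the correction for GC content and length, chosen after seeing the values, 8 of the 9 were higher and the adjusted p of *Pcx* was 0.0589.

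The paper's counts of up- and down-regulated genes, 941 and 1544, and of those changed at least 2-fold, 81 and 204, were within 1.5 times of 1129 and 1643, and 64 and 192, at an unadjusted p under 0.05 from edgeR. DESeq2 gave 940 and 1543, and 80 and 203, also unadjusted. With adjustment for the number of genes, the counts were 62 and 341 with edgeR and 176 and 705 with DESeq2. The legend of Fig. 2E names a Student test. In the part of the paper's source data held here, which is the first 1999 of 16417 genes, 1992 were matched to 1 protein-coding gene. For 1990 of these the paper's values equal DESeq2's within 0.001 in log2 fold change and 0.01 in -log10 p. The legend's test on FPKM gave a p within the same tolerance for 6, and counts of 1036 and 1422, and 101 and 179.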

Other observations

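In this part the tests of GC content and length, of library size, of the pair of *Slc12a1* and *Aqp3*, of the ribosomal protein genes and of sequence shared by mitochondrial genes were chosen only after the result was seen. The tests of adipose and liver tissue, time of day, cortex and medulla, endoplasmic reticulum stress and the mitochondrial share were set earlier.

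Adipose tissue attached to the kidneys as the source of *Adipoq* is argued against by the other adipocyte markers. The highest log2 fold change of the 6 tested was 1.25, that of *Cidea*, at 0.665 and 1.44 CPM, and the median was 0.11 with 3 higher and 3 lower. *Plin1*, *Lep*, *Retn* and *Adrb3* had at most 10 counts in a library. Liver tissue as the cause of the differences between groups is argued against by *Alb*, at 5.05 CPM in Control and 7.42 in KSPAPN, although the 8 hepatocyte markers tested had a median of -0.37 (*Serpina1a* -2.81, *Ttr* -1.17).

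A different time of day at harvest cannot be told apart from other causes. *Dbp*, *Per1*, *Per2*, *Per3* and *Arntl* each changed by less than its standard error, too little to show a direction. *Dbp*, *Per1*, *Per2*, *Per3* and *Nr1d1* had a median of -0.11 (from -0.43 to -0.040), and *Arntl* and *Npas2*, which peak at the opposite time, of -0.58. Both sets had negative medians, not opposite ones. At an adjusted p under 0.05 0 of 13 clock genes differed in edgeR (3 at an unadjusted p under 0.05), and 1, *Npas2* (-0.99), in DESeq2, and the median of all 13 was -0.093. Unequal shares of cortex and medulla cannot be told apart from other causes, since the medullary and distal markers include genes of both parts. *Slc12a1* (0.52, standard error 0.11) and *Aqp3* (-0.32, standard error 0.12) differed by 0.84. Without Control replicate 1 the log2 fold change of *Slc12a1* was 0.51, with an adjusted p of 0.194 from edgeR. That of *Aqp3* was then -0.20, so that the genes lay closer together, and it was -0.41 without Control replicate 3. The 11 medullary and distal markers had a median of 0.0094, 12 proximal tubule markers of -0.24 (10 lower, p by fry 0.0923) and 6 glomerular markers of 0.32 (6 of 6 higher, p by fry 0.364). Tubular injury genes had a median of 0.13, with 0 at an adjusted p under 0.05 in edgeR, 1 at an unadjusted p under 0.05, and 1, *Clu* (-0.40), at an adjusted p under 0.05 in DESeq2.

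Endoplasmic reticulum stress from a secreted transgene is not decided by the 16 genes of that list, of which 7 were higher and 9 lower. Their summed CPM were 3143 ± 66.3 (SD, n = 3 libraries) in Control and 3001 ± 240.3 (SD, n = 3) in KSPAPN, a log2 ratio of -0.067. The median of the list was -0.036. The 16 gluconeogenic pathway enzymes had a median of -0.088, with 5 higher and 11 lower, and *Pck1* alone was higher at an adjusted p under 0.05 from edgeR. With the correction for GC content and length that median was 0.037. Receptors for adiponectin (3 genes) had a median of 0.065. The 27 genes labelled in Fig. 2C to E had a median of 0.090, with 16 higher and 11 lower.

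The rise of mitochondrially encoded transcripts is in line with a share that differs between libraries within groups. The lowest share in KSPAPN, 8.41%, lay below the 9.32% and 9.09% of Control replicates 2 and 3. Counts of some mitochondrial genes were far below the others, and a candidate explanation is that reads with a second match in nuclear copies were left out of the counts. The 5 genes with at least 90% of their 100-base stretches in transcripts of other genes (*mt-Nd3*, *mt-Co2*, *mt-Co3*, *mt-Atp6* and *mt-Nd4l*) had at most 271 CPM per kilobase. *mt-Nd5*, the lowest of the 7 mitochondrial genes of Fig. 2C, had 4779. *mt-Atp8* does not follow this pattern, with 0% shared and 20.9. How the authors counted reads with several matches is not given in the sources used here. No biological explanation was tested for these low counts.

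Genes with less GC were higher in KSPAPN. Over 10205 genes, which are not independent replicates, Spearman's rho of the log2 fold change with GC content was -0.395, and the median went from 0.17 in the decile of genes with the least GC to -0.16 in the decile with the most. Relative to the mean of the libraries, rho with GC content was 0.522, -0.101 and 0.383 in Control and 0.268, -0.591 and -0.472 in KSPAPN. Libraries of 1 group had opposite signs, KSPAPN replicate 1 having 0.268, so the trend is consistent with differences between libraries that are present within groups. Longer genes were higher in KSPAPN (rho 0.309, from -0.16 in the decile of the shortest to 0.10 in that of the longest). With length, rho was -0.223, -0.219 and -0.210 in Control and 0.103, 0.178 and 0.310 in KSPAPN. As all 3 libraries of each group share its sign, with 0.103 the lowest in KSPAPN, differences within groups are argued against as its source. RNA quality or library preparation that follows the groups and an effect of the transgene stay open, untested.

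These trends are argued against as the whole cause of the differences between groups, since 241 of the 403 genes at an adjusted p under 0.05 from edgeR were still past it, in the same direction, after the correction for GC content and length, which may therefore account for some of the others. With total counts only, 70 genes were higher and 185 lower, which cannot test a difference in library size. Scaling to total counts already removes such a difference and makes genes go both ways. The 83 ribosomal protein genes had a median of -0.20, with 76 lower, and 117 of 1000 lists matched on GC content, length and expression were as low, so GC content and length may explain their decrease. The median was -0.056 after the correction, with a p of 0.267 by fry. In the same matching, 0 of 1000 lists were as low as the nuclear oxidative phosphorylation genes.

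The paper reports fibrosis, lipogenesis and lipid uptake genes in mice on a high-fat diet (Fig. 3Q, S and T), a different experiment. In the 6 libraries here, on chow, the 5 fibrosis genes tested had a median log2 fold change of 0.21, the 6 lipogenesis genes of 0.13 and the 6 lipid uptake genes tested of -0.14. At an adjusted p under 0.05 0 of them differed in edgeR, and 1, *Vamp8*, in DESeq2, which was lower (-0.33, standard error 0.082). At an unadjusted p under 0.05 0, 0 and 3 did. *Lpl* had a log2 fold change of -0.76 (standard error 0.24, adjusted p = 0.122 from edgeR and 0.211 from DESeq2), and an adjusted p under 0.05 without a filter on low counts (-0.77). No explanation was tested for these genes.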
